# Histone H3 lysine 4 methyltransferase is required for facultative heterochromatin at specific loci

**DOI:** 10.1186/s12864-019-5729-7

**Published:** 2019-05-08

**Authors:** Qiaoqiao Zhu, Mukund Ramakrishnan, Jinhee Park, William J. Belden

**Keywords:** Histone lysine methyltransferase, Heterochromatin, Histone H3 lysine 4 methylation, Histone H3 lysine 9 methylation, Long non-coding RNA, Light-activated gene expression

## Abstract

**Background:**

Histone H3 lysine 4 tri-methylation (H3K4me3) and histone H3 lysine 9 tri-methylation (H3K9me3) are widely perceived to be opposing and often mutually exclusive chromatin modifications. However, both are needed for certain light-activated genes in *Neurospora crassa* (Neurospora), including *frequency (frq)* and *vivid* (*vvd*). Except for these 2 loci, little is known about how H3K4me3 and H3K9me3 impact and contribute to light-regulated gene expression.

**Results:**

In this report, we performed a multi-dimensional genomic analysis to understand the role of H3K4me3 and H3K9me3 using the Neurospora light response as the system. RNA-seq on strains lacking H3 lysine 4 methyltransferase (KMT2/SET-1) and histone H3 lysine 9 methyltransferase (KMT1/DIM-5) revealed some light-activated genes had altered expression, but the light response was largely intact. Comparing these 2 mutants to wild-type (WT), we found that roughly equal numbers of genes showed elevated and reduced expression in the dark and the light making the environmental stimulus somewhat ancillary to the genome-wide effects. ChIP-seq experiments revealed H3K4me3 and H3K9me3 had only minor changes in response to light in WT, but there were notable alterations in H3K4me3 in *Δkmt1/Δdim-5* and H3K9me3 in *Δkmt2/Δset-1* indicating crosstalk and redistribution between the modifications. Integrated analysis of the RNA-seq and ChIP-seq highlighted context-dependent roles for KMT2/SET1 and KMT1/DIM-5 as either co-activators or co-repressors with some overlap as co-regulators. At a small subset of loci, H3K4 methylation is required for H3K9me3-mediated facultative heterochromatin including, the central clock gene *frequency* (*frq*). Finally, we used sequential ChIP (re-ChIP) experiment to confirm Neurospora contains K4/K9 bivalent domains.

**Conclusions:**

Collectively, these data indicate there are obfuscated regulatory roles for H3K4 methylation and H3K9 methylation depending on genome location with some minor overlap and co-dependency.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5729-7) contains supplementary material, which is available to authorized users.

## Background

The Neurospora light response is a transcriptional cascade that responds to environmental cues and controls circadian entrainment and developmental programs [1–4]. White Collar-1 (WC-1) and WC-2 are GATA-type transcription factors that drive light-mediated expression and associate via PAS (Per, Arnt and SIM) domains to form the White collar complex (WCC) [5–7]. WC-1 serves as the photoreceptor sensing blue light via its LOV (light, oxygen and voltage) domain in a photochemical reaction involving a cysteinyl-flavin adenine dinucleotide (FAD) adduct [8, 9]. Microarray and RNA-seq experiments indicate that approximately 3–20% of all genes change expression in response to light and fall into 1 or 3 categories; early light-responsive that require the WCC, late light-responsive that require SUB-1, and light-repressed [10–13]. There are also light-activated changes to chromatin structure and nucleosome position mediated by ATP-dependent chromatin-remodeling enzymes [12, 14, 15]. The nucleosome movement and remodeling is likely initiated by the Neurospora homologue of GCN5 (NGF-1), which acetylates histone H3 on lysine 14 and is needed for proper light-activated gene expression [16]. Despite our knowledge of WCC, SUB-1, NGF-1, chromatin remodeling and RNA polymerase II (PolII) activity, the role of histone modifications in the Neurospora light response is still very limited.

Previously, we demonstrated that KMT2/SET-1-dependent histone H3 lysine 4 methylation and KMT1/DIM-5-dependent histone H3 lysine 9 methylation are involved in light- and clock-regulated gene expression playing a supporting role in photoadaptation and negative feedback inhibition [17, 18]. Histone H3 lysine 4 tri-methylation (H3K4me3) is generally viewed as a modification supporting transcriptional activation because it is enriched in active genes [19] even though H3K4me3 was originally found to be involved in repression [20–22]. The role of KMT2/SET-1 in repression is not fully understood, but studies in *S. pombe* indicate it is needed for repression at subtelomeric genes and retrotransposons, possibly independent of H3K4 methylation [23–25]. Moreover, recent models suggest that H3K4me3 may be less of mark for activation, and more reflective of cell-specific transcriptional states [26, 27]. Thus, even though KMT2/SET-1-dependent H3K4 methylation is generally associated with euchromatin, KMT2/SET-1 appears to have a context dependent role in silencing. In contrast, H3K9me3, which is typically bound by Heterochromatin Protein 1 (HP1), is entrenched as a repressive modification underlying condensed heterochromatin [28–30]. Yet evidence suggests H3K9me3 can also be found in actively transcribed genes in mammals [31] and heterochromatic regions (e.g. centromeres and telomeres) are often transcriptionally active due to the requirement of RNAi-mediated heterochromatin [32]. In Neurospora, it is widely believed there is little, if any cross talk between KMT2/SET-1 and KMT1/DIM-5 because H3K9me3 and H3K4me2 appear to be mutually exclusive [33] and Neurospora centromeres lack H3K4 methylation [34]. However, both KMT2/SET-1 and KMT1/DIM-5 assist circadian negative feedback of the clock *frequency* (*frq*), and both are required for DNA methylation (5^m^C) at *frq.* In addition, the deletion strains appear to have some effect on photoadaptation and H3K4me3 and H3K9me3 appear to peak within *frq* approximately 30 min after exposure to light [17, 18], a time when VIVID (VVD)-mediated down-regulation and adaptation has commenced [35, 36]. Specifically, the loss of DNA methylation at *frq* in *Δkmt2/Δset-1* implicates H3K4me3 in KMT2/DIM-5-dependent facultative heterochromatin and counters prevailing views on H3K4 methylation.

The dynamic DNA methylation and facultative heterochromatin at *frq* also require coordinated expression of a light-activated long non-coding natural antisense transcript (NAT) *qrf* [37–39]. Strains with constitutive low-level expression of *qrf* have a localized defect in DNA methylation and heterochromatin [37, 40]. As an aside, the initial burst of light-activated *qrf* appears to contribute to bimodal regulation of *frq* by initially creating a more permissive state for expression prior to heterochromatin-mediated silencing [37]. The role of *qrf* in establishing heterochromatin may not be unique because many sense-antisense pairs and convergent transcripts give rise to Dicer-independent small interfering RNA (disiRNA) and subsequent DNA methylation [39, 41].

In order to further understand the role of KMT2/SET-1, KMT1/DIM-5 and long noncoding RNA (lncRNA), we took a genomics approach and examined the connections between H3K4me3 and H3K9me3 and how these impact gene expression in the Neurospora light response. Part of the premise is that, at least at *frq,* KMT2/SET-1 and KMT1/DIM-5 along with an antisense transcript are all needed for heterochromatin. Therefore, we coupled RNA-seq and transcript discovery with H3K4me3 and H3K9me ChIP-seq. Our results reveal conventional paradigms surrounding H3K4me3 and H3K9me3 are not entirely universal and point to a context, inter-dependent nature for both modifications. We have found that at some loci, KMT2/SET1 and KMT1/DIM-5 are involved in repression, and at other loci, they aid in co-activation. In addition, KMT1/DIM-5 and KMT2/SET-1 can function alone or in combination to help modulate gene regulation. The data reveal that H3K4me3 and H3K9me3 are not solely confined to activation or repression and instead point to a complex combinatorial relationship between these modifications and highlight the need for more mechanistic studies.

## Results

### Role of KMT1/DIM-5 and KMT2/SET-1 in transcriptional regulation

In order to understand the role of KMT1 and KMT2 in the Neurospora light response, we performed a comprehensive RNA-sequencing (RNA-seq) on *Δkmt1/Δdim-5* and *Δkmt2/Δset-1* compared to WT with RNA isolated from mycelia grown in the dark for 24 h (DD24) and after a 30-min light exposure (LP30). The RNA-seq was performed on ribo-depleted RNA and we preserved the DNA strand during library preparation to identify lncRNAs, NATs and to monitor potential spurious transcription in the mutants. We used HISAT2 and StringTie for mapping and transcript identification [42] (Additional file 1a). HISAT2 and StringTie were chosen because other mapping and transcript discovery algorithms were unable to identify the *frq* NAT, *qrf,* and we felt this was a minimum requisite to ensure confidence in transcript discovery. In total, we identified 21,475 isoform level transcripts; 10,784 are annotated protein-coding genes and 10,692 were transcripts not present in the NC12 annotation. Further predictions indicated there are 2444 NATs and 2268 long intergenic noncoding RNAs (lincRNAs) (Fig. 1a) from the unannotated transcripts. The absolute number of lincRNAs and NATs is slightly larger, but consistent with previous reports and the small differences are likely due to different stringency constraints used during identification [43, 44]. We also performed multidimensional scaling (MDS) on the replicates to gage the variance among the strains and conditions and found the deletions contributed more to the changes in gene expression compared to environmental stimulus (Additional file 1b) Next, we examined the expression level distribution among the different transcript types in WT under DD and LP30 and found that NATs and lincRNA are typically expressed at a much lower level than annotated protein-coding genes (Fig. 1b). Similar results were found for *Δkmt1/Δdim-5* (Additional file 2a) and *Δkmt2/Δset-1* (Additional file 2b), and we did not detect major global differences among the strains (data not shown).

**Fig. 1:**
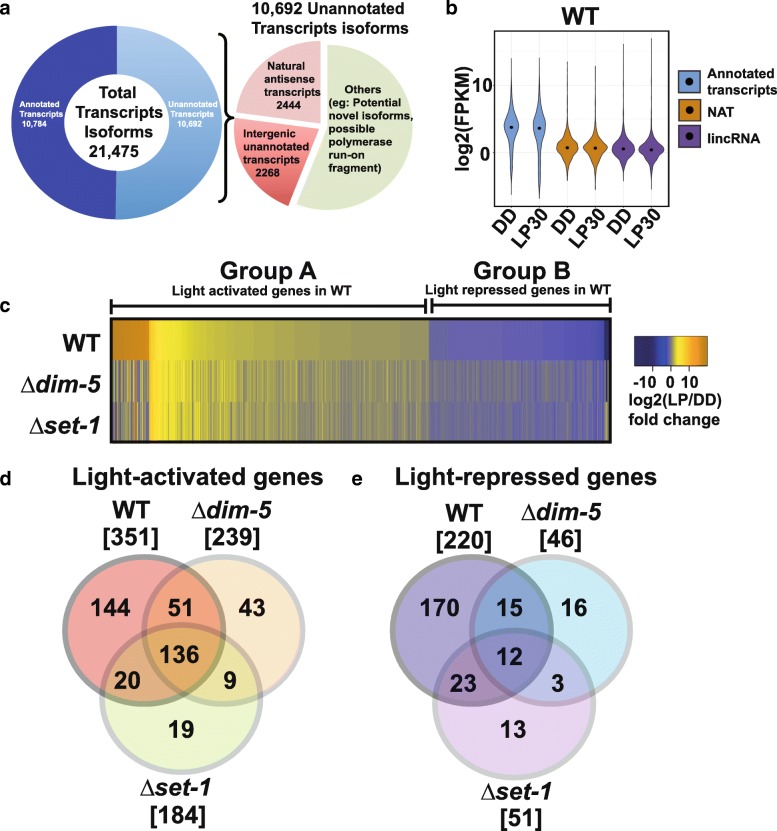
RNA-seq analysis in WT, *∆kmt1/∆dim-5* and *∆kmt2/∆set-1*. (**a**) Graphical representation of identified transcripts. In total, there were 21,475 unique transcripts classified as 10,784 previously annotated protein-coding transcripts and 10,692 unannotated transcripts, that were further subdivided into 2444 natural antisense transcripts and 2268 predicted lincRNAs. (**b**) Violin plot depicting the expression levels (FPKM, log2) of transcripts belonging to annotated transcripts, NATs and lincRNAs. The black dots indicate median. (**c**) Heatmap showing the clustering of light-activated and light-repressed genes in WT (q < 0.05) and compared to the same genes in *∆kmt1/∆dim-5* and *∆kmt2/∆set-1*. Group A includes genes that were light-activated in WT while Group B represents genes that were light-repressed. Relative expression levels are shown as log2 fold change of LP vs. DD as indicated in the range bar. The overlap among (**d**) light-activated (q < 0.05) or (**e**) light-repressed (q < 0.05) genes are represented as Venn diagrams

To examine the defects in transcription arising from loss of H3K4 and/or H3K9 methylation in the light, we compared the expression differences of *Δkmt1/Δdim-5* and *Δkmt2/Δset-1* to WT. Hierarchical clustering of light-regulated genes in each strain revealed many were not activated in *Δkmt1/Δdim-5* or *Δkmt2/Δset-1* while many light-repressed genes became activated (q < 0.05) (Fig. 1c, Additional file 3). Independent clustering of *Δkmt1/Δdim-5* and *Δkmt2/Δset-1* revealed analogous result where subsets of genes that became unresponsive while different sets became responsive (Additional file 3, Additional file 4a and b). Comparison of light-activated genes in WT, *Δkmt1/Δdim-5* and *Δkmt2/Δset-*1 revealed that 144 transcripts required both KMT1/DIM-5 and KMT2/SET-1, while 43 and 19 became light-activated in *Δkmt1/Δdim-5* and *Δkmt2/Δset-1,* respectively (Fig. 1d). In contrast, 170 of 220 light-repressed genes in WT required both KMT1/DIM-5 and KMT2/SET-1 (Fig. 1e). Among the light-activated genes in WT, 12.5% are predicted to be lincRNA and 3% are light-activated NATs (Additional file 4c). Collectively, the data indicate that although the light response is still largely intact, a subset of genes lose proper regulation in the absence of KMT1/DIM-5 or KMT2/SET-1 while other genes become light-activated or light-repressed in *Δkmt1/Δdim-5* or *Δkmt2/Δset-1*.

### KMT1/DIM-5 and KMT2/SET1 are co-activators and co-repressors

We next sought to better define how loss of H3K4 or H3K9 methylation changed the underlying steady-state expression in the dark and after 30 min light. We did differential analysis to find genes that had expression differences (q < 0.05) in both the dark and light for *Δkmt1/Δdim-5* and *Δkmt2/Δset-1* relative to WT. The changes in gene expression relative to WT in DD24 and LP30 are pronounced for both *Δkmt1/Δdim-5* **(**Fig. 2a & b and Additional file 5) and *Δkmt2/Δset-1* (Fig. 2c & d and Additional file 5**)**. Overall, we found that for some genes, KMT1/DIM-5 and KMT2/SET1 are needed for repression, and at other loci, they are needed for co-activation. Next, we explored the extent of overlap among the misregulated transcripts in *Δkmt1/Δdim-5* and *Δkmt2/Δset-1* and found that 137 transcripts were elevated in both *Δkmt1/Δdim-5* and *Δkmt2/Δset-1* relative to WT in the dark (Fig. 2e), while 140 transcripts are elevated in the light (Fig. 2f). In contrast, 43 transcripts had reduced expression in both *Δkmt1/Δdim-5* and *Δkmt2/Δset-1* in the dark (Fig. 2g), while 61 were reduced at LP30 (Fig. 2h). To further define the gene expression pattern among all conditions and within the mutants, we used K-means clustering. We arbitrarily clustered into 12 groups (determined empirically) reasoning this gave a good a cross-comparison of the 3 strains under both conditions (Additional file 6). Overall, many genes in *Δkmt1/Δdim-5* and *Δkmt2/Δset-1* maintained a similar pattern to WT (Clusters 1, 2, 4, 5, & 7), while others were marginally or dramatically affected in *Δkmt1/Δdim-5* or *Δkmt2/Δset-1* (Clusters 3, 6, 8–12). Specifically, cluster 8 contained light-activated transcripts that are de-repressed in both *Δkmt1/Δdim-5* and *Δkmt2/Δset-1* but remain light responsive. Cluster 9 was de-repressed in *Δkmt1/Δdim-5* while clusters 3 and 10 were de-repressed in both strains. In contrast, cluster 11 required *kmt1/dim-5* for normal expression, while cluster 6 required *kmt2/set-1* for normal expression. Of note, cluster 12 contained genes that were de-repressed in *Δkmt2/Δset-1.*

**Fig. 2:**
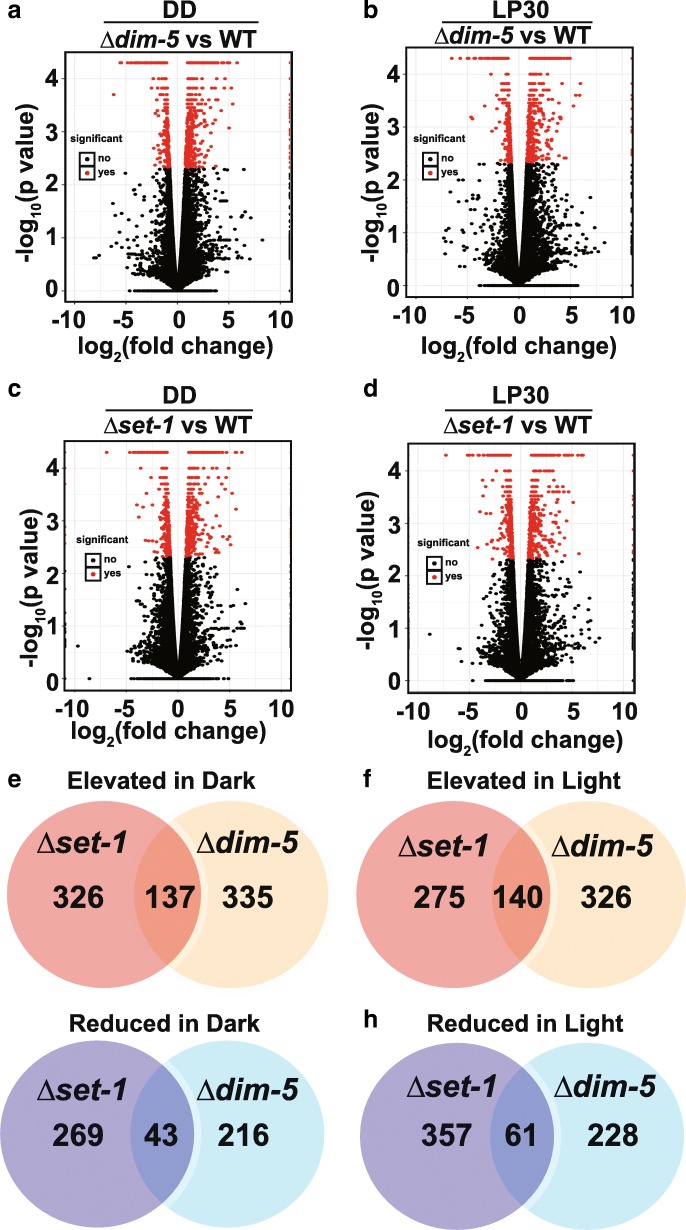
KMT1 and KMT2 are needed for activation and repression. Volcano plots indicating the expression changes in (**a**) ***∆****kmt1/****∆****dim-5* grown in the dark (DD) or (**b**) in the light. The red dots represent genes that have altered expression in the mutant relative to WT (q < 0.05). Same as in (**a**) and (**b**), except we examined expression changes in ***∆****kmt2/****∆****set-1* relative to WT in DD (c) or LP30 (**d**). (**e**-**h**) Venn diagrams show the amount of overlap among the misregulated genes. (**e**) Genes that are elevated in the dark in both ***∆****kmt2/****∆****set-1* (orange) or ***∆****kmt1/****∆****dim-5* (yellow) in DD. (**f**) Genes elevated in the light in in ***∆****kmt2/****∆****set-1* (orange) or ***∆****kmt1/****∆****dim-5* (yellow). (**g**) Genes that have reduced expression in the dark *kmt2/****∆****set-1* (dark blue) and ***∆****kmt1/****∆****dim-5* (light blue). (**h**) Genes that have reduced expression in the light in ***∆****kmt2/****∆****set-1* (dark blue) and ***∆****kmt1/****∆****dim-5* (light blue)

### Genome-wide distribution of H3K9me3 and H3K4me3

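In chromatin immunoprecipitation followed by sequencing (ChIP-seq), crosslinked chromatin is sheared, the fragments that carry a histone mark are recovered with an antibody, and their DNA is sequenced. The H3K9me3 samples came from WT and from Δkmt2/Δset-1, which lacks the H3K4 methyltransferase, grown for 24 h in the dark (DD) or given 30 min of light after the dark (LP30), with 2 biological replicates each. The control was the H3K9me3 ChIP of Δkmt1/Δdim-5, a strain without the H3K9 methyltransferase, so a peak is a region where the ChIP exceeds what the antibody recovers without the mark. The authors mapped the reads to the NC12 build with BWA and deposited 4 lists of broad macs2 peaks for H3K9me3, which give for each peak the fold enrichment over the control, the −log10 p and the −log10 q, averaged over the peak. Each list pools the replicates of its condition, so neither a spread between replicates nor a test between conditions could be derived from the peaks of either mark. Fold enrichment, p and q are the authors' values and served to describe, rank and filter peaks and, for narrow peaks, to solve pileups; the same q or fold minimum was applied to both lists of a comparison. A peak was counted as lost or gained when no base of it lay in a peak of the other list, which says that the ChIP did not pass the cutoff there, not that the mark was absent. Where a minimum was set for both lists, peaks under it were ignored, so a lost or gained peak may overlap one of them.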

To further examine the connection between H3K9me3 and H3K4me3, and how these modifications influence expression, we performed H3K9me3 ChIP-seq in WT (DD and LP30) and *Δkmt2/Δset-1* (DD and LP30) using *Δkmt1/Δdim-5* DD for background subtraction. Likewise, we performed H3K4me3 ChIP-seq in WT (DD and LP30) and *Δkmt1/Δdim-5* (DD and LP30) using *Δkmt2/Δset-1* DD as background. 

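The H3K4me3 samples were grown and replicated in the same way, and the authors called narrow peaks, each with a summit at its most enriched base. Because fold enrichment and p of a narrow peak belong to that single base, the number of ChIP fragments over the summit (the pileup) could be recovered from them. The scaled control value that macs2 used there, called the control pileup here, was recovered with it. It may come from a window that exceeds the gene, so it need not equal the control fragments over the summit. The recovery worked for 4372 of the 4449 peaks of the WT DD list, and 98% of the recovered ChIP pileups were whole numbers. The median control pileup was 220 fragments in the WT DD list, 234 in WT LP30, 243 in Δkmt1/Δdim-5 DD and 240 in Δkmt1/Δdim-5 LP30. The gene set-1 (NCU01206), which lies on chromosome V from 3230443 to 3236098 and is deleted in the control strain, was covered in each of the 4 lists by a peak of 5842 to 5885 bp, with a control pileup of 76.9 fragments in WT DD.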

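The H3K9me3 list of WT held 691 peaks over 7.71 Mb in DD and 700 peaks over 7.53 Mb in LP30, and that of Δkmt2/Δset-1 held 827 peaks over 8.35 Mb in DD and 780 peaks over 8.28 Mb in LP30. The median fold enrichment of a broad peak was 1.19 in both WT lists, and 48.8% of the WT DD peaks had a q under 0.01. Of the H3K4me3 peaks in WT DD, which covered 6.55 Mb, 93.9% had a q under 0.01, and their median fold enrichment at the summit was 1.73. The WT LP30 list held 4544 H3K4me3 peaks, and the Δkmt1/Δdim-5 lists held 4815 in DD and 4822 in LP30.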

We identified broad peaks enriched with H3K9me3 and narrow peaks with H3K4me3 using macs2 (*p* < 0.1, the macs2 cutoff used by ECNODE). The broad peak option was chosen for H3K9me3 because the vast majority of H3K9me3 occurs in constitutive heterochromatin domains that are relics of repeat induced point mutations (RIP) [33, 45]. In contrast, H3K4me3 is typically restricted to nucleosomes near the transcriptional start site and deposited in more localized regions [19, 26]. Consistent with this, we found H3K9me3 was enriched at centromeres and constitutive heterochromatin, but H3K4me3 was absent from those same regions in all conditions (data not shown).

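Long H3K9me3 domains were taken as WT peaks of at least 10 kb. In DD there were 181 of them, 6.52 Mb together, and WT H3K4me3 peaks covered 0.293% of their bases. When the H3K4me3 peaks were shifted by random distances around each chromosome, the median coverage was 14.9% (permutation test with 1000 shifts, one-sided p = 0.001, the smallest p that these shifts can give). In LP30, 184 domains had 0.395% of their bases under H3K4me3, against a median of 14.5% after shifting (the same permutation test, one-sided p = 0.001, again the smallest p). Restricting the DD domains to 20 kb or longer moved the covered share most, to 0.159%. The longest domain of each chromosome measured between 213.6 kb on chromosome IV and 348.4 kb on chromosome VII in DD, and these domains held 1 H3K4me3 peak in WT DD, over NCU16528, and 4 in WT LP30. The Δkmt1/Δdim-5 lists had 89 H3K4me3 peaks in the same domains in DD and 50 in LP30. Their highest fold enrichments were 1.47 and 1.45, under the medians of their lists, 1.58 and 1.60, and 51 of the DD peaks and 20 of the LP30 peaks had a q under 0.01.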

To further examine H3K9me3 and H3K4me3 distribution, ChIP-seq peak intensities were clustered for all 21,475 transcripts identified including lincRNAs, NATs and spliced isoforms. We cluster H3K9me3 and H3K4me3 into 4 groups (determined empirically) to represent our findings and included 2 kb of DNA upstream and downstream of the transcriptional start site (TSS) and transcriptional end site (TES), respectively. As expected, H3K9me3 was largely absent from expressed genes and 2 of the clusters had no associated peaks (data not shown). However, in the other 2 clusters, H3K9me3 was present in the gene body of a small subset of loci (Fig. 3a, black arrow) and there were also peaks upstream of the TSS (Fig. 3). 

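The annotation used here gives the span of 10397 genes of the NC12 build, without strand. A WT H3K9me3 peak lay over at least 1 bp of 484 of these genes in DD, which is 4.66%, and of 423 in LP30. Counting only WT DD peaks with a q under 0.01 moved this most, to 173 genes.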

In total the cluster I contained 1348 transcripts. 

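Outside the gene bodies, 787 genes in WT DD and 760 in WT LP30 had an H3K9me3 peak within 2 kb of either end but none over the gene itself. In Δkmt2/Δset-1 this held for 864 genes in DD and 839 in LP30. Among peaks with a q under 0.01 the counts were 488 in WT DD and 499 in Δkmt2/Δset-1 DD. In LP30 they were 496 in WT and 473 in Δkmt2/Δset-1, the reverse of the order among all peaks. Upstream and downstream were not told apart, because the strand of the genes was not used here.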

We also found H3K9me3 downstream of the TES (Additional file 7). The upstream and downstream peaks represent transcripts adjacent to constitutive heterochromatin. Consistent with a different distribution, H3K4me3 tended to cluster at nucleosomes proximal to the TSS (Fig. 3b, cluster I, 6076 transcripts). 

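The strand being unknown here, the summits of WT DD H3K4me3 peaks were compared with the nearest end of a gene, whether start or end of transcription, a choice made after the data were seen. Of 4446 summits, 32.3% lay within 500 bp of a gene end, fewer than the median of 39% after random shifts along the chromosomes (permutation test with 1000 shifts, one-sided for an excess, p = 1). Within 1 kb of a gene end, a distance also chosen after the data were seen, the order was reversed. There lay 77.5% of the summits, against 62.3% after shifting (permutation test, one-sided p = 0.001, the smallest p that 1000 shifts can give). A share of 45.2% lay between 500 and 1000 bp from a gene end, and 98% lay inside a gene body, against 57.1% after shifting (permutation test, one-sided p = 0.001, the smallest possible). The WT LP30 and Δkmt1/Δdim-5 lists showed the same reversal between the 2 distances.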

There were also instances where H3K4me3 was enriched upstream of the TSS (cluster II, 2604 transcripts) and downstream of the TES (cluster III, 2936). The second 2 clusters have H3K4me3 in upstream genes (cluster II) and downstream genes (cluster III) due to the compact nature of the Neurospora genome where most genes are within 2 kb of an adjacent gene. The remaining H3K4me3 cluster was largely devoid of H3K4me3 (data not shown). We next sought to examine the extent of H3K9me3 and H3K4me3 spreading in either *Δkmt2/Δset-1* or *Δkmt1/Δdim-5*. 

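A gene body was covered by an H3K9me3 peak in Δkmt2/Δset-1 but not in WT at 403 genes in DD and 410 in LP30, and in WT but not in Δkmt2/Δset-1 at 92 and 73 genes. In all, Δkmt2/Δset-1 peaks covered 795 genes in DD and 760 in LP30, and 222 and 216 genes when only peaks with a q under 0.01 were counted. For H3K4me3, 708.3 kb lay in peaks of Δkmt1/Δdim-5 only and 330.1 kb in peaks of WT only in DD. In LP30 these lengths were 917.6 kb and 267.9 kb. In DD, 454.1 kb of the bases found in Δkmt1/Δdim-5 only belonged to peaks that overlap a WT peak.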

Alternative clustering revealed a minor trend where H3K9me3 spread into gene bodies in *Δkmt2/Δset-1*, but there was no evidence of H3K4me3 spreading in *Δkmt1/Δdim-5* (Additional file 8). 

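In DD, 855.9 kb lay in H3K9me3 peaks of Δkmt2/Δset-1 only, against 218.1 kb in WT only. Of the former, 434.5 kb extended peaks that overlap a WT peak and 421.4 kb were in peaks without overlap. In LP30, 925.1 kb lay in Δkmt2/Δset-1 peaks only and 173.1 kb in WT peaks only. The stricter q under 0.01 in both lists moved these lengths most, to 220.3 kb in Δkmt2/Δset-1 only and 92.77 kb in WT only in DD, with a change in the same direction in LP30. Under that threshold, LP30 peaks without overlap came to 12.46 kb in Δkmt2/Δset-1 and 29.86 kb in WT, the reverse of the order among all peaks.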

The spreading of H3K9me3 into euchromatin regions in the absence of H3K4 methylation supports the notion that K4 methylation helps establish chromatin boundary elements and is consistent with the role of KMT2/SET-1 as an antisilencing factor [22].

**Fig. 3:**
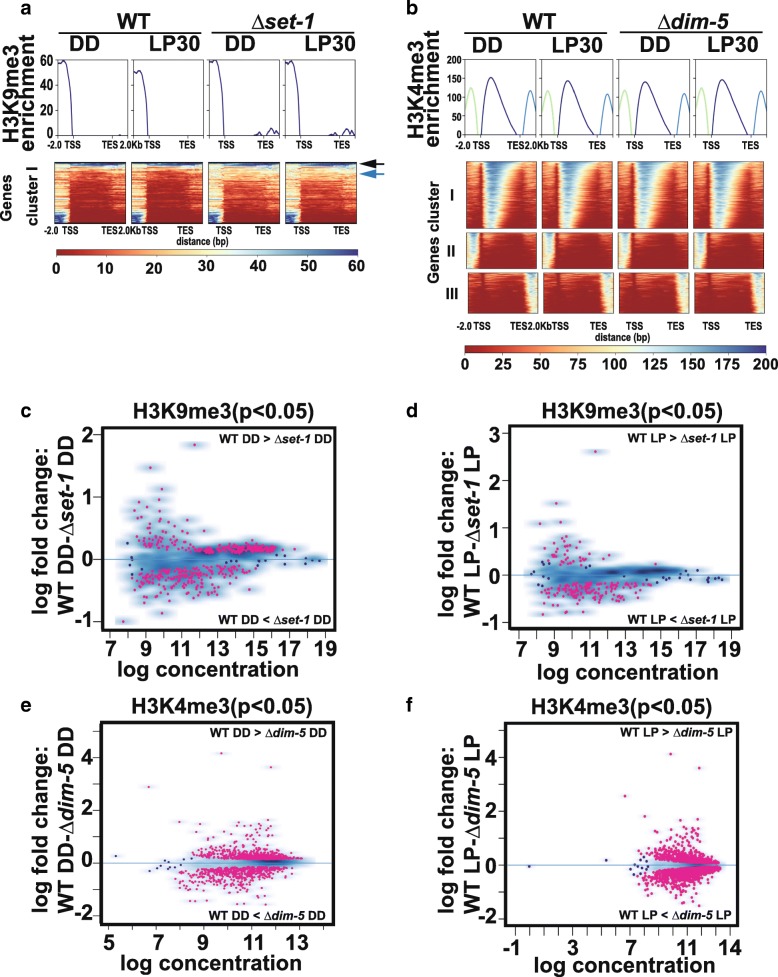
Global profile of H3K9me3 and H3K4me3**.** (**a**) The heatmaps display H3K9me3 enrichment for a subset of genes in WT and ***∆****kmt2/****∆****set-1.* The blue arrow highlights genes enriched for H3K9me3 in the gene body in both WT and ***∆****kmt2/****∆****set-1*, while the blue arrow indicates transcripts that had elevated H3K9me3 in ***∆****kmt2/****∆****set-1*. (**b**) Similar to panel (**a**), except we examine H3K4me3 in WT and ***∆****kmt1/****∆****dim-5*. Three independent clusters show the spatial distribution of H3K4me3 for transcript identified in Fig. 1a and included 2 kb upstream of TSS and downstream of TES. Clusters not shown for H3K9me3 and H3K4me3 did not have a ChIP-seq peak associated with them. (**c** & **d**) The MAplots show quantitative difference in H3K9me3 peak densities between WT and ***∆****kmt2/****∆****set-1* in (**c**) DD and (**d**) LP30. (**e**-**f**) Same as in (**c**) & (**d**) except differences in H3K4me3 peak densities were between WT and ***∆****kmt1/****∆****dim-5*. The red spots on the MA plots indicate a log fold change (*p* < 0.05)

### Interdependent relationships between H3K4me3 and H3K9me3

We next examined if there were any interdependent relationships between H3K4me3 and H3K9me3, which if present, would presumably be opposing effects. To accomplish this, we examined how H3K9me3 changed in *Δkmt2/Δset-1*, and how H3K4me3 changed in *Δkmt1/Δdim-5* relative to WT in the dark and light. We began by examining H3K9me3 in WT compared to *Δkmt2/Δset-1* in DD and LP30 (Fig. 3c & d, Additional file 9). In the dark, we found 440 H3K9me3 peaks changed between WT and *Δkmt2/Δset-1* (Fig. 3c). Among them, 199 peaks have higher H3K9me3 levels in the absence of K4 methylation, whereas 241 peaks have lower H3K9me3 levels in *Δkmt2/Δset-1*. 

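Comparing the deposited lists directly, 101 of the WT DD H3K9me3 peaks, 14.6%, had no overlapping peak in Δkmt2/Δset-1, and 327 of the Δkmt2/Δset-1 peaks, 39.5%, had none in WT. Most of these peaks were weak: 9 of the lost and 22 of the gained peaks had a q under 0.01. The most enriched lost peak, with a fold enrichment of 1.54, lay 231 bp from NCU03747 on chromosome V (2287642 to 2288154), and the next lay 83 bp from NCU09251 and 1449 bp from NCU05188. The most enriched gained peaks lay near NCU09968, NCU03719 and NCU02608, with fold enrichments of 1.30, 1.28 and 1.25; the peak near NCU09968 borders a stretch where Δkmt2/Δset-1 gave few reads in either ChIP. Requiring a fold enrichment of at least 1.5 in both lists moved the gained count most and reversed the order, to 10 lost and 1 gained. Among the 10, the peak near NCU03747 alone had no overlapping Δkmt2/Δset-1 peak at any fold enrichment. The others overlapped a peak under the minimum, as did the gained peak.

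**Figure D1:**
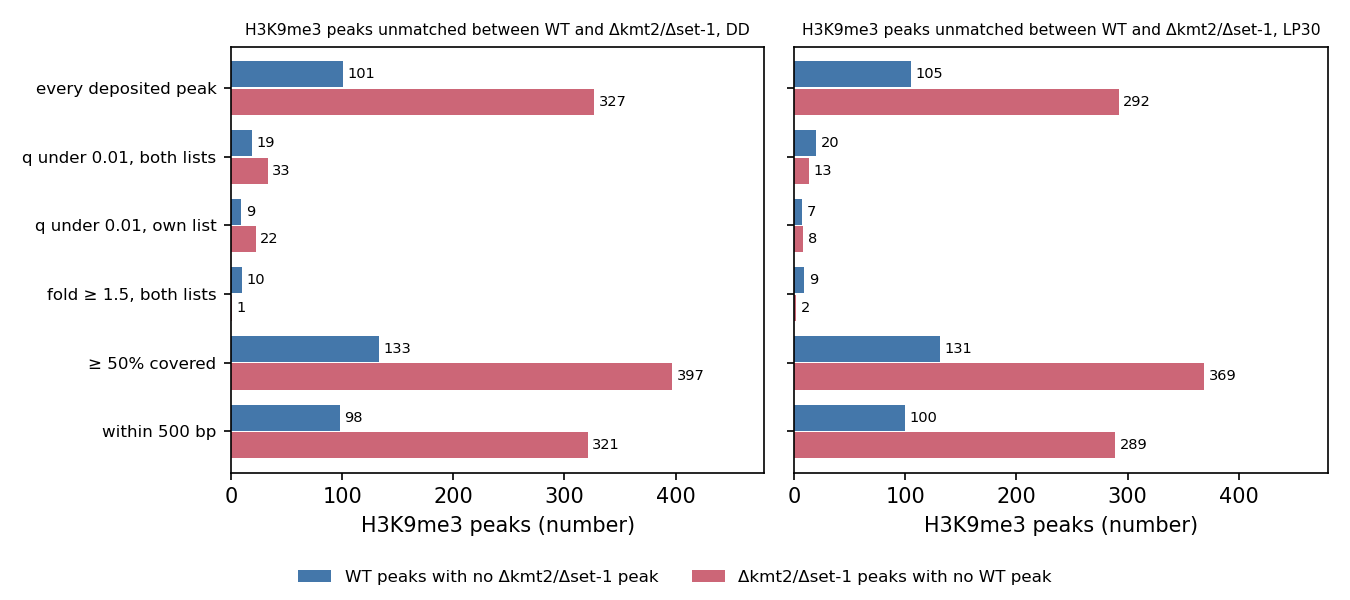
Number of H3K9me3 peaks (x axis) in WT without a peak in Δkmt2/Δset-1 (blue) and in Δkmt2/Δset-1 without a peak in WT (red), in DD (left) and LP30 (right), for each way of filtering or matching peaks (y axis). Bars give 1 count each from pooled lists and have no error bars. Gained peaks outnumber lost peaks with every deposited peak, in DD by 327 to 101, and lost peaks outnumber gained peaks at a fold enrichment of at least 1.5, by 10 to 1. With a minimum in both lists, a peak counted here may overlap a peak of the other list under it.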

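The regions that Additional file 9 lists as changed were set against the peak lists. Of its 241 regions with lower H3K9me3 in Δkmt2/Δset-1, 40 had a peak only in WT, none had a peak only in the mutant, and 199 had peaks in both. Of the regions listed as higher, 119 had a peak only in Δkmt2/Δset-1, 71 in both and none only in WT. The share with a WT-only peak was 16.6 percentage points larger among the lower regions (Fisher's exact test, two-sided p = 9.8e-12). The study's calls and the lists come from the same reads, so neither this test nor its counterparts for the other mark and growth condition are independent evidence. Among peaks with a q under 0.01, which moved the result most, 12 lower and 2 higher regions had a WT-only peak (Fisher's exact test, two-sided p = 0.026).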

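In LP30, 105 WT H3K9me3 peaks had no overlapping peak in Δkmt2/Δset-1 and 292 Δkmt2/Δset-1 peaks had none in WT. Of these, 7 lost and 8 gained peaks had a q under 0.01 in their own list. With that threshold applied to both lists, the order was reversed, with 20 lost and 13 gained peaks. The most enriched lost peaks lay near NCU09251, NCU03747 and NCU02738, and 1 of the 3 most enriched gained peaks lay over NCU03742 on chromosome V, with a fold enrichment of 1.27.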

Similar results were found in the light where 210 peaks changed between WT and *Δkmt2/Δset-1* (Fig. 3d). 

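Of the 165 regions that Additional file 9 lists with higher H3K9me3 in Δkmt2/Δset-1 after LP30, 114 had a peak only in the mutant list and 44 in both lists. Of the regions listed as lower, 27 had a peak only in WT, 14 in both and 3 in neither. No higher region had a WT-only peak, a difference of 61.4 percentage points (Fisher's exact test on calls from the same reads, two-sided p = 9.8e-23).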

Among those, 165 peaks have higher H3K9me3 density in *Δkmt2/Δset-1*, compare to 44 peaks that have lower H3K9me3 density. The decrease or loss of H3K9me3 in the absence of KMT2/SET1 indicates KMT2/SET1 is required for facultative heterochromatin including *frq* (see below), but it remains to be determined if this is direct or indirect. However, much of the increase may be due to spreading of H3K9me3 into euchromatin in the absence of H3K4 methylation as determined above.

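Across both growth conditions, 45 of the WT DD H3K9me3 peaks also had a WT LP30 peak and no peak in either Δkmt2/Δset-1 list, and 172 Δkmt2/Δset-1 peaks recurred in the same way without a WT peak. With a q under 0.01 in the lists that hold them, 6 and 1 of these remained. The 6 WT peaks lay over NCU02049 and near NCU02738 and NCU09251 on chromosome I, near NCU05188 on chromosome IV, and near NCU03747 and NCU04170 on chromosome V, with DD fold enrichments of 1.25 to 1.54, and the mutant peak lay 338 bp from NCU04059 on chromosome VI. NCU02049, NCU04170 and NCU04059 were named after their values were seen. At frq, the WT LP30 list had a peak and neither Δkmt2/Δset-1 list did. From the loci where H3K9me3 is reduced or missing without KMT2/SET-1, the paper concludes that KMT2/SET-1 is required for facultative heterochromatin, and leaves open whether directly or indirectly.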

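Among the Δkmt2/Δset-1 peaks without an overlapping WT peak, 273 in DD and 258 in LP30 also lay more than 2 kb from any WT peak. Counting the nearer peaks as extensions gave 485.7 kb of extension and 370.2 kb of separate peaks in DD, and 548.2 kb and 376.9 kb in LP30. The gained DD peaks had a median length of 781 bp, against 5878.5 bp for the Δkmt2/Δset-1 peaks that overlap a WT peak.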

Next, we examined how H3K4me3 changed when H3K9 methylation was absent. We did similar differential analysis comparing *Δkmt1/Δdim-5* relative to WT in the dark and light. 

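In DD, 204 of the WT H3K4me3 peaks, 4.59%, had no overlapping peak in Δkmt1/Δdim-5, and 571 of the Δkmt1/Δdim-5 peaks, 11.9%, had none in WT. A fold enrichment of at least 1.5 in both lists moved these counts most and reversed their order, to 633 lost and 101 gained. Most of the 633 overlapped a Δkmt1/Δdim-5 peak under that minimum, as only 204 WT peaks had no overlapping peak. The median fold enrichment, scaled within each list, was 1.73 in WT DD and 1.58 in Δkmt1/Δdim-5 DD. The most enriched lost peak covered NCU16528 on chromosome II (1151971 to 1155104), with a fold enrichment of 4.23, and the next lay over NCU09969 on chromosome VI, with 3.26 and 2.75. At these peaks the control, the Δkmt2/Δset-1 ChIP, was low, with a pileup of 83.2 fragments over NCU16528 and of 49.3 and 57.4 over NCU09969. The most enriched gained peak, with a fold enrichment of 1.65, lay 5216 bp from NCU01835.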

We found 1530 H3K4me3 peaks changed between WT and *Δkmt1/Δdim-5* in the dark. Among those, 537 peaks have higher H3K4me3 levels in *Δkmt1/dim5*, whereas 993 peaks have lower H3K4me3 levels (Fig. 3e, Additional file 10). 

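Of the 993 regions that Additional file 9 lists with lower H3K4me3 in Δkmt1/Δdim-5 in DD, 52 had a peak only in WT and 941 in both lists. Of the 537 regions listed as higher, 146 had a peak only in Δkmt1/Δdim-5, 390 in both and none only in WT, a difference of 5.24 percentage points in WT-only peaks (Fisher's exact test on calls from the same reads, two-sided p = 1.7e-10). The region at the top of the list of lower regions covers dim-5 (NCU04402), the gene deleted in the mutant, at which the study's log2 fold change is 4.16.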

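In LP30, 227 WT H3K4me3 peaks had no overlapping peak in Δkmt1/Δdim-5 and 574 Δkmt1/Δdim-5 peaks had none in WT. With a fold enrichment of at least 1.5 in both lists, 335 were lost and 285 gained. These again include peaks that overlap a peak of the other list under that minimum. Peaks lost in both growth conditions numbered 99, of which 39 had a q under 0.01 in both WT lists, and 332 peaks were gained in both, 131 of them with a q under 0.01.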

In the light, a total of 2227 peaks changed intensity between WT and *Δkmt1/Δdim-5*. 

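Of the 1415 regions that Additional file 9 lists with higher H3K4me3 in Δkmt1/Δdim-5 after LP30, 157 had a peak only in the mutant and 1258 in both lists. Of the 812 regions listed as lower, 57 had a peak only in WT and 755 in both, and the difference in WT-only peaks was 7.02 percentage points (Fisher's exact test on calls from the same reads, two-sided p = 2.9e-26).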

Among those, 1415 peaks have higher H3K4me3 density in *Δkmt1/Δdim-5* and 812 peaks had a decrease in H3K4me3 (Fig. 3f**,** Additional file 9). The changes in peak intensities for all comparisons are contained in Additional file 9.

In order to examine the expression pattern of transcripts that had a decrease in H3K9me3 in *Δkmt2/Δset-1,* we extracted the peaks with a reduced H3K9me3 (log fold change ≥0.3) in *Δkmt2/Δset-1* and identified the corresponding transcripts based on proximity to the H3K9me3 peak. Overall there were 141 transcripts in the dark and 119 transcripts in the light that had a decrease in H3K9me3 when H3K4 methylation was missing (Fig. 4a). 

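With the study's minimum log fold change of 0.3, 39 regions of Additional file 9 had lower H3K9me3 in Δkmt2/Δset-1 in DD and 34 in LP30. The transcripts that the same file names for these regions numbered 38 in DD and 28 in LP30, and 26 and 21 of them belonged to a region with a peak only in WT. Taking every region of the list instead gave 54 and 36 transcripts. The file names a transcript for only 62 of its 241 DD regions and 36 of its 44 LP30 regions.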

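Joined to the lists of changed transcripts in Additional file 5, which are the study's own calls, 6 of the transcripts at DD regions with lower H3K9me3 had higher expression in Δkmt2/Δset-1, and 5 of these 6 lay at a region with a peak only in WT. In LP30, 3 transcripts had higher expression, all 3 at such regions, namely those of NCU04694 and NCU02913 and an unannotated transcript, named here after their values were seen. The other 32 transcripts in DD and 25 in LP30 were not listed as changed.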

Of the 260 transcripts that had a decrease in H3K9me3 in *Δkmt2/Δset-1*, the majority had no change in expression; however, there was a small subset that appeared to be de-repressed due to loss of heterochromatin in *Δkmt2/Δset-1* (19 in the light and 21 in the dark). We classified these as genes having KMT2/SET-1-dependent heterochromatin. Also, six genes (2 in the DD and 4 in the LP) appear to have reduced expression when H3K9me3 is lost in *Δkmt2/Δset-1* (Additional file 10a-c).

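No transcript at these regions was listed with lower expression in Δkmt2/Δset-1 in either growth condition. With every region of the list, 1 transcript in LP30 was, that of NCU05188, whose log2 fold change in Additional file 5 is −1.45. For NCU03747, the H3K9me3 peak lay outside the gene, and H3K4me3 peaks over the gene were present in WT and Δkmt1/Δdim-5 in both growth conditions, with fold enrichments of 1.34 to 1.46.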

**Fig. 4:**
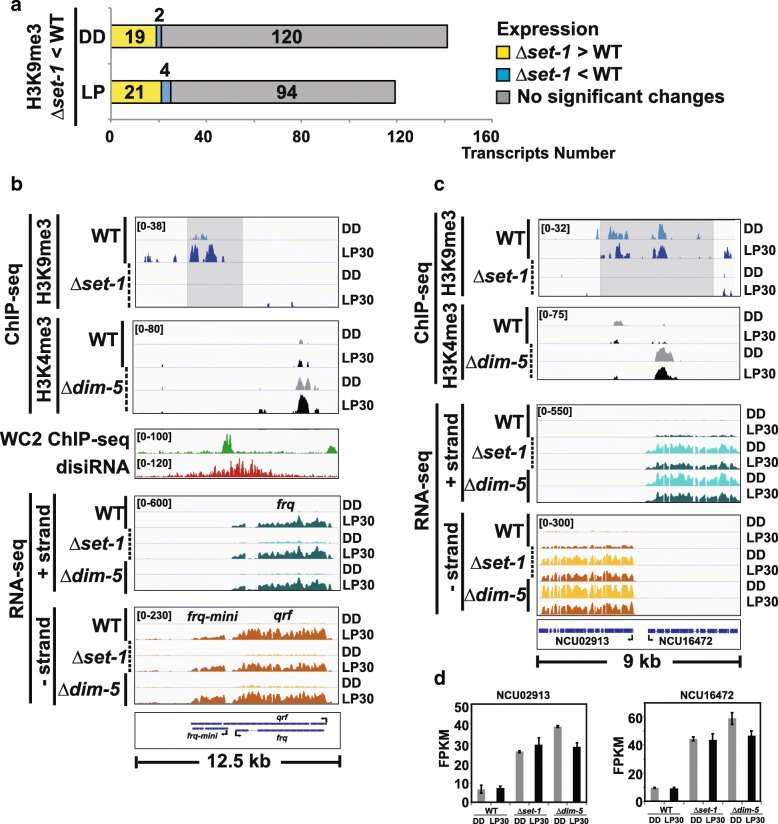
Examples where KMT2/SET1 is needed for H3K9me3. (**a**) Stacked bar plot shows the number (x-axis) of transcripts in proximity to an H3K9me3 peak that had a decreased H3K9me3 in ***∆****kmt2/****∆****set-1* (p < 0.05). Corresponding transcripts were catalogued based on whether there was a change in expression relative to WT (q < 0.05). Yellow represents elevated expression in ***∆****kmt2/****∆****set-1,* blue indicates a lower expression and grey are transcripts with no significant change. (**b**) Gene-level plot of ChIP-seq and RNA-seq of the *frq* locus. H3K9me3 peaks from the ChIP-seq done in WT and ***∆****kmt2/****∆****set-1* along with H3K4me3 peaks from ChIP performed in WT and ***∆****kmt1/****∆****dim-5.* The growth conditions (DD or LP30) are shown to the right. RNA-seq data is separated to display transcripts that originate from the plus (+) or minus (−) strand and are separated for the 3 different strains under each condition. As an added reference WC-2 ChIP-seq and disiRNA at *frq* are also shown. The bracketed numbers in the traces show the data range of the sequence alignments. (**c**) Same as in (**b**) except the diagram shows the divergently transcribed genes NCU02913 and NCU16472. (**d**) Bar plot showing the expression changes of NCU02913 and NCU16472 in WT, ***∆****kmt2/****∆****set-1* and ***∆****kmt1/****∆****dim-5* in DD and LP30

We previously showed H3K4me3 functions as a repressive modification at *frq* and KMT2/SET-1 is needed for circadian negative feedback and DNA methylation at *frq* [18]*.* To gain insight into a possible mechanism of the repression, we focused on the spatial distribution of both modifications within *frq* and examined how the marks changed in the mutants relative to WT. Examination of the RNA-seq, showing the 3 known transcripts that originate from *frq* (*frq, qrf* and a small upstream transcript that spans the c-box coined *frq-mini*) and the ChIP-seq showing H3K4me3 and H3K9me3 is contained in Fig. 4b. Also included are WC-2 ChIP-seq (SRX015820) and disiRNA-seq (GSE21175) to provide more context to the chromatin regulation and spatial distribution [41, 46]. 

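The gene frq (NCU02265) is annotated on chromosome VII from 3131640 to 3136464. No H3K9me3 peak was called within 2 kb of it in WT DD. In WT LP30 a peak of 2052 bp lay from 3128822 to 3130873, 766 bp outside the gene, with a mean fold enrichment of 1.17 and a −log10 q of 1.06, which is weaker than a q of 0.05.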

In WT, H3K9me3 was largely confined to nucleosomes near the c-box within the *frq-mini* gene body. In response to light, there was an increase in H3K9me3 that corresponded with light-activated expression of *frq-mini.* In contrast, H3K4me3 appeared restricted to the nucleosome(s) proximal to the *qrf* TSS and was not contained within the nucleosome proximal to *frq*. 

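The strongest H3K4me3 peak near frq lay outside the gene in WT, from 3137385 to 3139059 in DD with its summit at 3137843 and a fold enrichment of 2.11, and was also present in LP30 with 2.00. In WT LP30 a weak peak of 325 bp with a fold enrichment of 1.21 lay inside the gene, which had none in WT DD.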

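Neither Δkmt2/Δset-1 list had an H3K9me3 peak within 2 kb of frq, in DD or in LP30. The WT LP30 peak there was among the 3 most enriched H3K9me3 peaks of WT LP30 that had no counterpart in WT DD, and it did not reach a q under 0.01.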

As predicted, we also found that H3K9me3 is completely absent in *Δkmt2/Δset-1* (*p* < 0.005). In contrast, H3K4me3 at the *qrf* TSS appeared to increase in the absence of *Δkmt1/Δdim5,* and in response to light (p < 0.005)*.* Interestingly, H3K4me3 and H3K9me3 appear spatially separated by approximately 5 kb suggesting more complex mechanism than just H3K4me3-dependent H3K9me3, unless there is a long-range chromatin contact due to gene looping. 

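In Δkmt1/Δdim-5 the fold enrichment of the H3K4me3 peak beyond the end of frq was 1.70 in DD and 2.00 in LP30. Values of different lists are scaled separately and give no size of a change. Inside frq, Δkmt1/Δdim-5 had 2 H3K4me3 peaks in DD and 3 in LP30, of which the strongest had a fold enrichment of 1.34 and spanned 706 bp.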

Similar to our previous report, we did not find any change in *qrf* expression; however, *frq-mini* appeared to be elevated in both *Δkmt2/Δset-*1 and *Δkmt1/Δdim-5* (Additional file 11).

In addition to *frq,* the divergently transcribed genes NCU02913 and NCU16472 also had KMT2/SET-1-dependent H3K9me3 (Fig. 4c). 

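Over NCU02913 (chromosome I, 8714260 to 8717710) an H3K9me3 peak of 1377 bp was called in WT DD and a peak of 200 bp in WT LP30. Over NCU16472 (8718768 to 8722839) the WT H3K9me3 peaks measured 231 bp in DD and 520 bp in LP30. The fold enrichments of these peaks were at most 1.14, and none had a q under 0.05. Neither Δkmt2/Δset-1 list had a peak within 2 kb of these genes.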

In WT, there were minor hints that TSS proximal nucleosomes are K4/K9 bivalent domains because H3K9me3 and H3K4me3 are both present and overlap defined regions. 

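In WT DD an H3K4me3 peak of 341 bp lay over NCU02913 from 8717276 to 8717616, inside the H3K9me3 peak, with a fold enrichment of 1.15. No H3K4me3 peak was called within 2 kb of either gene in WT LP30, so the overlap of the marks was seen in DD only. From the presence of both marks in the same regions, the paper sees minor hints that nucleosomes near the TSS are K4/K9 bivalent domains.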

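Over NCU16472, the Δkmt1/Δdim-5 lists held an H3K4me3 peak of 780 bp in DD, with a fold enrichment of 1.36, and of 610 bp in LP30, with a fold enrichment of 1.28. Neither WT list held an H3K4me3 peak over this gene. Over NCU02913 the peak seen in WT DD was not called in Δkmt1/Δdim-5.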

Further support can be found in the observation that in the absence of H3K4 methylation, H3K9me3 was lost and in the absence of H3K9 methylation, the nucleosome(s) proximal to one of the genes (NCU16472) had a substantial increase in H3K4me3 (p < 0.005). In this instance, both genes had increased expression in *Δkmt2/Δset-*1 and *Δkmt1/Δdim-5* revealing that loss of H3K9me3, either through KMT2/SET-1-dependent H3K9me3 or by deleting *kmt1/dim-5* caused de-repression (Fig. 4d).

We next examined how the reduction or loss of H3K4me3 in *Δkmt1/Δdim-5* affected expression. Overall, there were minor effects on genes that had a decrease in H3K4me3 upon loss of H3K9 methylation, and the majority showed no significant change in expression (Fig. 5a). Nevertheless, there were 62 transcripts in the dark and 66 in the light that had reduced H3K4me3 levels and lower expression in *Δkmt1/Δdim-5.* Transcripts that appeared to require KMT1/DIM-5 for normal elevated expression suggest KMT1/DIM-5 can theoretically function as a co-activator. However, this comes with major caveats because loss of H3K9me3 can cause redistribution of chromatin modifications including Histone H3 lysine 27 methylation and/or other pleiotropic effects [45, 47]; plus, genes that required KMT1/DIM-5 for expression tended to fall between regions of constitutive heterochromatin so we cannot rule out other mechanisms affecting expression. 

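The genes NCU10058, NCU16377 and NCU10059 lie between 3708802 and 3714202 on chromosome I. A WT DD H3K9me3 peak of 8798 bp ends at 3708715 on the side of NCU10058, and another of 15351 bp begins at 3714436 on the side of NCU10059, and neither reaches into the genes. Both were also called in Δkmt2/Δset-1 DD, at 8812 bp and 15145 bp.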

A typical example of this occurred in a region containing three genes (NCU10058, NCU10059 and NCU16377) located between 2 constitutive heterochromatin domains (Fig. 5b). In this instance, all 3 genes had a reduction in H3K4me3 levels in *Δkmt1/Δdim5* and all had a corresponding reduction in expression. These results are notable for a couple of reasons; first, expression appears lower in *Δkmt2/Δset-*1, but lowest in *Δkmt1/Δdim-5* (Fig. 5c) and second, two of the genes are convergent transcripts, but do not appear to give rise to disiRNA (not shown). Thus, we surmise the likely conclusion is that reduction in H3K4me3 and loss of expression may be due to spreading or redistribution of other chromatin modifications such as H3K27 methylation, and/or that flanking constitutive heterochromatin is necessary to maintain localized chromatin states.

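Over NCU10058 the main H3K4me3 peak measured 2024 bp with a fold enrichment of 2.05 in WT DD, and 1003 bp with 1.30 in Δkmt1/Δdim-5 DD. Over NCU10059 a WT peak of 549 bp was called in DD and none in Δkmt1/Δdim-5 DD, while Δkmt1/Δdim-5 LP30 had a peak of 310 bp against 567 bp in WT LP30. Over NCU16377 the peak was not shorter in Δkmt1/Δdim-5, at 617 bp against 433 bp in DD, with fold enrichments of 1.30 and 1.39 in that order. All fold enrichments here are scaled within their list and are no measure of a change.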

**Fig. 5:**
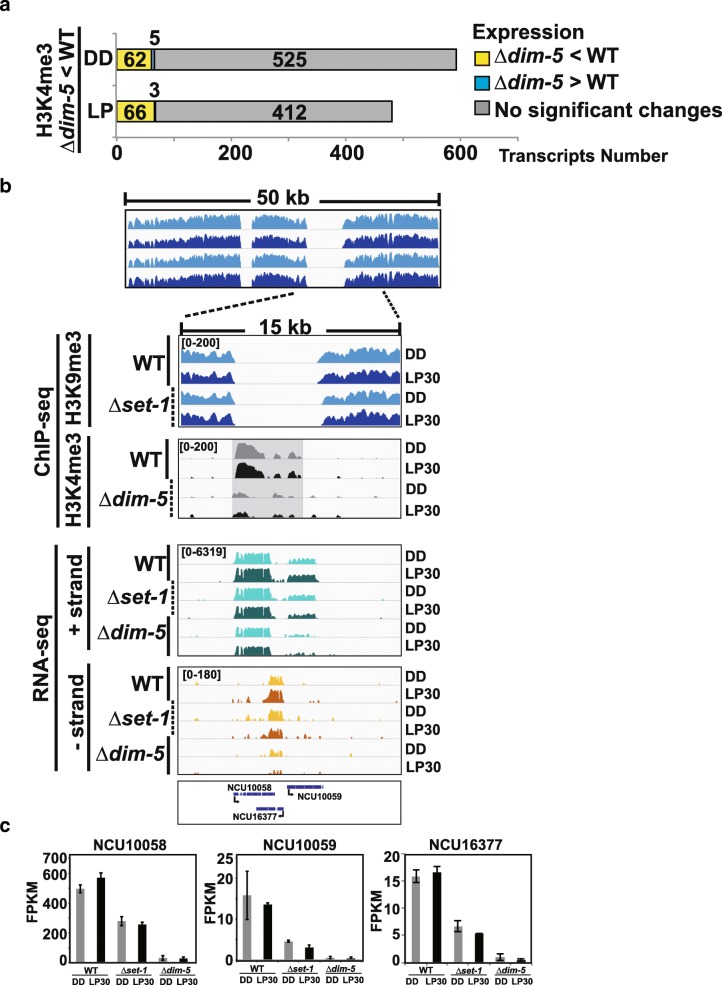
Loss of KMT1/DIM5 affects H3K4me3 distribution**.** (**a**) Stacked bar plot showing the number (x-axis) of H3K4me3-containing transcripts that have a decreased in H3K4me3 levels in *∆kmt1/∆dim-5* (p < 0.05). Transcripts are catalogued by expression changes in WT versus *∆kmt1/∆dim-5* (q < 0.05). (**b**) Representative gene-level plot of a locus that has a reduction in H3K4me3 in *∆kmt1/∆dim-5.* H3K9me3 and H3K4me3 ChIP-seq data is shown for WT and the corresponding knockouts. Transcripts originating for either the + or – strand were separated and plotted individually. (**c**) The expression level of the three genes is represented as bar plots for NCU10058, NCU10059 and NCU16377 in WT, ***∆****kmt2/****∆****set-1* and *kmt1/****∆****dim-5* comparing expression in DD (grey) versus LP30 (black)

We next focused on genes with a co-dependent and overlapping relationship between H3K9me3 and H3K4me3. In total, we found 56 loci that contained both modifications in the dark and 77 after LP30 (Additional file 12). 36 of these loci were shared under both environmental conditions (Fig. 6a). 

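Intersecting the WT lists gave 58 overlaps of an H3K4me3 and an H3K9me3 peak in DD and 84 in LP30, which include all 56 and 77 that Additional file 12 lists. The other 2 and 7 lie on supercontig 8 of the build, outside the chromosomes. Random shifts of the H3K4me3 peaks along the chromosomes gave a median of 886 overlaps in DD and 889 in LP30, so the observed counts were lower than after shifting (permutation tests with 1000 shifts, two-sided p = 0.002 for each, the smallest p that these shifts can give). The overlaps had a median length of 219 bp in DD and 251.5 bp in LP30, and 21 and 18 of them were shorter than the DNA of a nucleosome. An overlap of at least 50% of the H3K4me3 peak moved the DD count most, to 23, and a fold enrichment of at least 1.5 moved the LP30 count most, to 21.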

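Of the DD overlaps, 37 touched an overlap found in LP30. At dim-5, which is deleted in the H3K9me3 control, an overlap was present in both conditions, 750 bp long in DD. The overlaps covered 26.42 kb in DD and 33.12 kb in LP30.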

In certain instances, H3K4me3 was lost without H3K9 methylation and H3K9me3 was lost without H3K4 methylation. 

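H3K4me3 peaks of Δkmt1/Δdim-5 were set against the WT H3K9me3 peaks in the same way. In DD, 190 of them lay over a WT H3K9me3 peak, with 60.93 kb of overlap, and 109 did among peaks with a q under 0.01. In LP30, 116 lay over a WT H3K9me3 peak, with 34.39 kb of overlap, and 60 did among peaks with a q under 0.01.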

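The genes NCU09968 (309546 to 315476) and NCU09969 (314113 to 320071) lie on chromosome VI. In WT DD an H3K9me3 peak covered both genes from 309478 to 321695, with a mean fold enrichment of 3.28. The H3K4me3 peak over them ran from 309422 to 317894, was the longest of the WT DD list, and had a fold enrichment of 96.9. At its summit the ChIP pileup was 421 fragments, higher than at 96.7% of the peaks, and the control pileup was 3.36, against 68.1 or more at every peak outside this transposon. The control is the Δkmt2/Δset-1 strain, so this fold enrichment rests on a near absence of Δkmt2/Δset-1 reads.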

One example occurred in a transposon containing NCU09968 and *sly*-1 (NCU09969), which incidentally also appears to be a clock-controlled ADV-1 target gene (Fig. 6b) [48–50]. Both H3K9me3 and H3K4me3 are contained within the gene body of NCU09968 and spread into *sly-1* and both modifications are dependent on one another. 

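Neither Δkmt2/Δset-1 list had an H3K9me3 peak over NCU09968 or NCU09969, while peaks of 1235 bp in DD and 1236 bp in LP30 ended outside NCU09968. In Δkmt1/Δdim-5 the WT H3K4me3 peak was replaced by short peaks of 395 to 1132 bp in DD, with ChIP pileups of 22 to 94 fragments, under the lowest at any other peak of that list, 125. From the study's normalized read concentrations in Additional file 9, Δkmt1/Δdim-5 had 62.5 H3K4me3 reads per kb over this region in DD, against 774 in WT, and Δkmt2/Δset-1 had 105 H3K9me3 reads per kb over the matching H3K9me3 region, against 378 in WT. The deleted dim-5 gene had 87.2 reads per kb in the same Δkmt1/Δdim-5 samples, 2 shorter regions over NCU09969 had 48.6 and 121, against 360 and 357 in WT, and the lowest region of that list outside dim-5 and this transposon had 468.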

Interestingly, the expression of the two divergently transcribed transcripts was only affected in the absence of KMT2/SET-1 (Fig. 6c and d). To confirm the existence of K4/K9 bivalent domains, we performed sequential ChIP (re-ChIP) under reciprocal conditions using either H3K4me3 or H3K9me3 antibodies first (1^o^), followed by the opposing antibody in the re-ChIP (2^o^) (Fig. 6e). As an added control, we took 1/10 the first ChIP to monitor recovery (Fig. 6f). 

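NCU16528 lies on chromosome II from 1152277 to 1154521. The WT DD H3K9me3 peak around it ran from 1093920 to 1365856, and the H3K4me3 peak over it measured 3134 bp in DD and 3152 bp in LP30, longer than 98.29% of the WT DD peaks. Its ChIP pileup was 355 fragments in DD, and its control pileup was among the lowest of the list, with 6 of the solved peaks lower.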

Another instance occurred at a centromeric gene on supercontig 12.2 (chromosome II) (Additional file 13). In this instance, only the heterochromatin in the gene body that contained both H3K9me3 and H3K4me3 had the co-dependent relationship and the nearby constitutive heterochromatin was not affected. 

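In Δkmt2/Δset-1 DD the H3K9me3 domain around NCU16528 was split, with peaks from 1094163 to 1151431 and from 1155063 to 1366181, which leaves the gene without a peak. In Δkmt2/Δset-1 LP30 the same gap ran from 1151433 to 1155075. The WT LP30 list also had a gap, from 1151427 to 1152287, which ended at the edge of the gene. Neither Δkmt1/Δdim-5 list had an H3K4me3 peak within 2 kb of NCU16528.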

As with NCU09969 and *sly-1*, expression of NCU16628 was dependent on KMT2/SET-1.

**Fig. 6:**
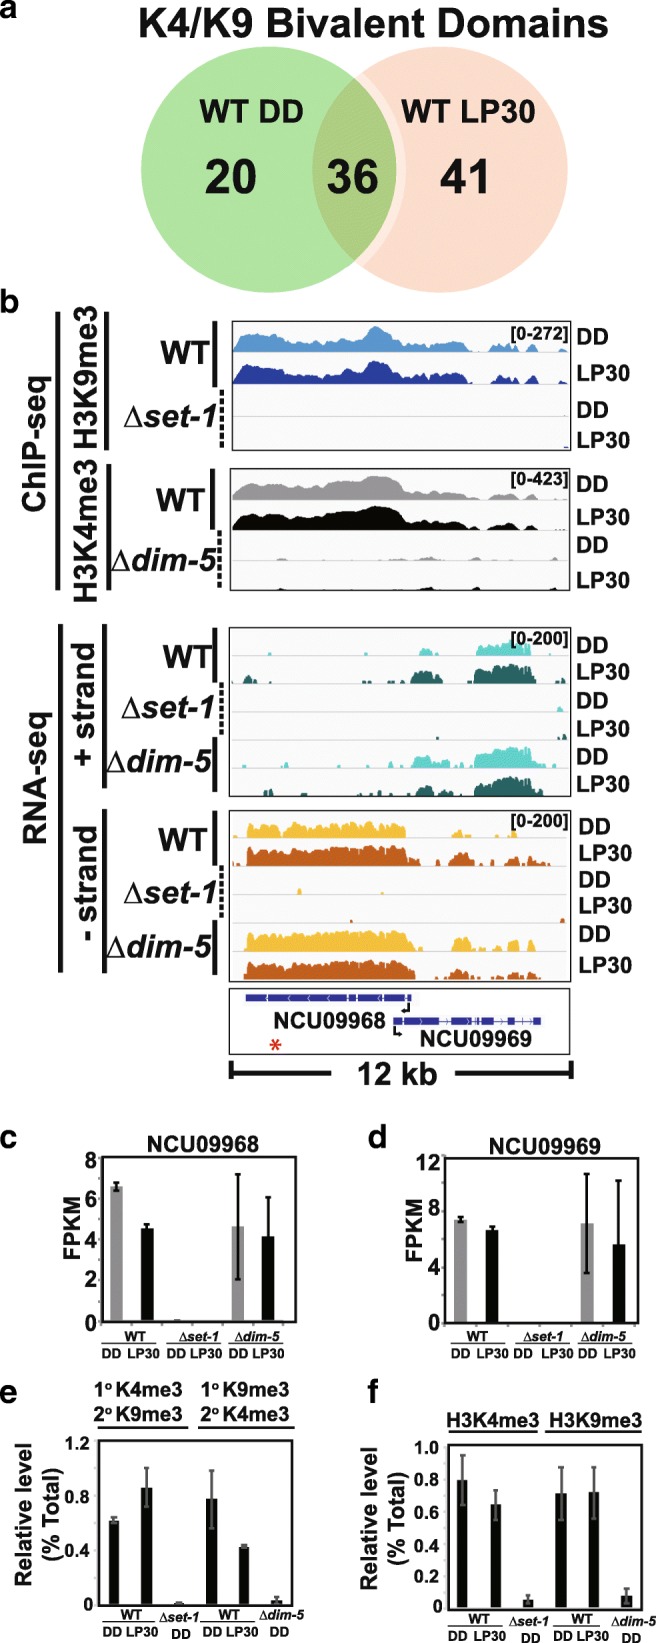
H3K4me3 and H3K9me3 can be co-dependent. (**a**). Venn diagram show presumptive K4/K9 bivalent domains in WT that contain both H3K4me3 and H3K9me3 and the extent of overlap in DD and LP30. (**b**) The gene level plot displays H3K9me3 ChIP-seq (DD, Blue and LP30, Navy) in WT and ***∆****kmt2/****∆****set-1* and H3K4me3 ChIP-seq (DD, Grey and LP30, black) in WT and ***∆****kmt1/****∆****dim-5* at divergently transcribed NCU09968 and NCU09969. Relative expression of transcripts originating from either the plus (Green) or minus (Orange) strands is shown for the 3 strains. NCU09969 also has an antisense transcript(s) identified by SringTie (not drawn). Expression level of (**c**) NCU09968 and (**d**) NCU09969 are shown as bar plots in WT, *kmt2/****∆****set-1* and *kmt1/****∆****dim-5* for DD (grey) and LP30 (black). (**e**) Reciprocal sequential ChIP (re-ChIP) in WT from 3 independent biological replicates. The first antibody (1^o^) and second antibody (2^o^) used in the re-ChIP are shown above the bar plot and the amount recovered from the re-ChIP was determined by determine by qPCR and represented as a percentage of the input (Relative level, % Total). The red asterisk on the gene-level plots show the location of the oligo used for re-ChIP (**f**) For each re-ChIP experiment, we removed one tenth of the primary ChIP and measured the amount recovered as a control using the antibodies listed above the graph

Loss of H3K9me3 causes heightened circadian-regulated conidia formation similar to the *ras-1*^*bd*^ mutant and *Δkmt1/Δdim-*5 has a synthetic effect with *ras-1*^*bd*^ [17]. 

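Between the WT lists, 115 H3K9me3 peaks of DD had no overlapping peak in LP30 and 76 peaks of LP30 had none in DD, and 2 of each had a q under 0.01. Requiring a fold enrichment of at least 1.5 in both lists left 6 lost and 1 gained. All of these overlapped a peak of the other list under that minimum, as peaks without any overlap reached at most 1.23. Of the 244 regions that Additional file 14 lists as lower in light, 241 had a peak in both WT lists and 3 only in DD. Of the 4 regions listed as higher, 2 had a peak only in LP30.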

In Neurospora, conidia development is a light-activated process, so we wanted to examine changes in H3K9me3 in response to light in WT**.** We found that 244 loci had a reduction in H3K9me3 after 30 min light, whereas only 4 peaks (including *frq*) had an increase in H3K9me3 after 30 min light in WT (Fig. 7a and Additional file 14**).** A specific example of light-activated loss in H3K9me3 occurred at *vvd,* which is a light-activated gene necessary for photoadaptation (Fig. 7b). Inspection of *vvd* revealed some unexpected findings, including the observation that *vvd* contains a light-activated NAT and there are two upstream overlapping lincRNAs that form a sense-antisense pair. As reported previously, *vvd* appeared to have an increase in light-activated expression in the absence of *Δkmt2/Δset-*1 or *Δkmt1/Δdim-*5 (Fig. 7c & d). Upon light activation, H3K9me3 is lost and there is a small increase in H3K4me3. 

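Over vvd (NCU03967, chromosome VI, 2268533 to 2271812) the WT DD list had an H3K9me3 peak of 321 bp with a fold enrichment of 1.11 and a −log10 q of 0.406, and the WT LP30 list had none within 2 kb. H3K4me3 showed the opposite order, with no peak in WT DD and a peak of 586 bp with a fold enrichment of 1.20 in WT LP30.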

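Neither Δkmt2/Δset-1 list had an H3K9me3 peak over the vvd gene. The DD list had a peak of 364 bp outside it, from 2272301 to 2272664, with a fold enrichment of 1.15, and the LP30 list had none within 2 kb.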

Of note, H3K9me3 was unaffected by *Δkmt2/Δset-1* at *vvd*. In addition, there were 5 loci where H3K9me3 changed in response to light in *Δkmt2/Δset-*1 (Additional file 15a). 

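Between the Δkmt2/Δset-1 lists, 17.8% of the H3K9me3 peaks of DD had no overlapping peak in LP30 and 100 peaks of LP30 had none in DD, and 14 and 6 of these unmatched peaks had a q under 0.01. With a fold enrichment of at least 1.5 in both lists, 3 were lost and none gained. The 3 overlapped an LP30 peak under that minimum, as DD peaks without any overlap reached at most 1.24. NCU05133, on chromosome VI, had a Δkmt2/Δset-1 peak in DD only, with a mean fold enrichment of 1.02 beside a mean −log10 p of 7.25. Even enrichment over the peak would give both values only with a control pileup of 83283.1 fragments. The median control pileups recovered from the H3K4me3 lists were 220 to 243, and those of the H3K9me3 lists could not be recovered.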

In these instances, 4 peaks had a decrease in H3K9me3 (Additional file 15 b) while 1 peak had an increase in H3K9me3 (Additional file 15c)**.**

**Fig. 7:**
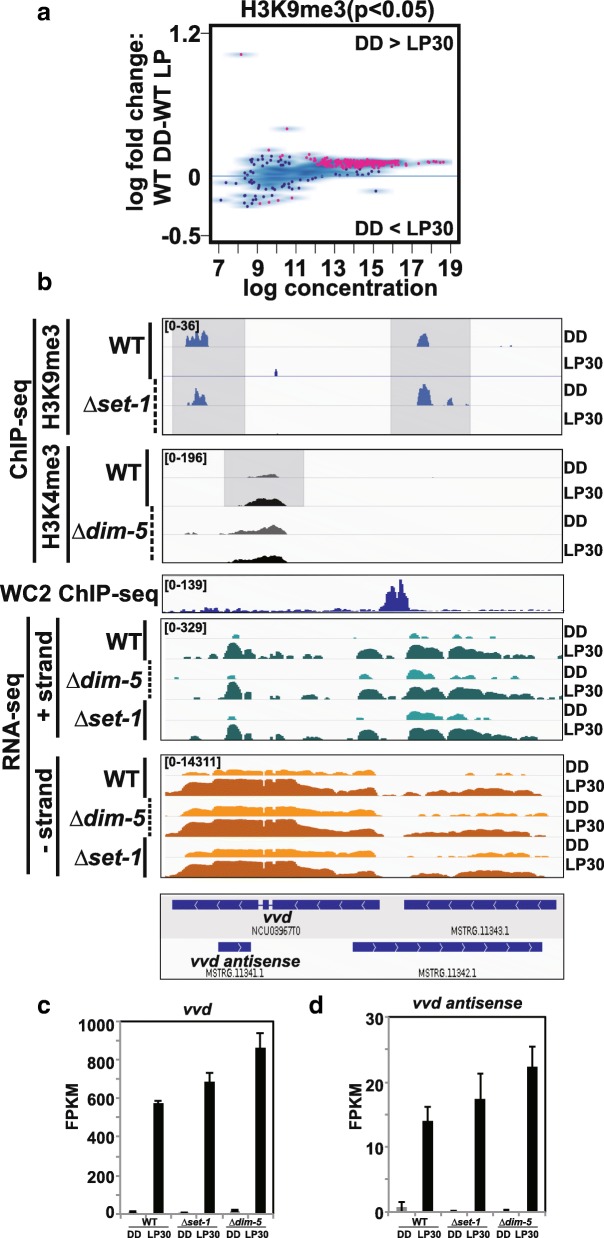
Effects of light on H3K9me3**.** (**a**) The MA plots show quantitative difference (p < 0.05) in H3K9me3 peak densities between WT DD and WT LP30. (**b**) Gene-level plot of ChIP-seq and RNA-seq of the *vvd* locus. H3K9me3 peaks from the ChIP-seq done in WT and ***∆****kmt2/****∆****set-1* along with H3K4me3 peaks from ChIP performed in WT and ***∆****kmt1/****∆****dim-5.* The growth conditions (DD or LP30) are shown to the right. RNA-seq data indicating transcripts that originate from the plus (+) or minus (−) strand are separated for the 3 different strains under the two conditions. As an aided reference WC-2 ChIP-seq is also shown. (**c**) Bar plot showing the expression changes of *vvd* and *vvd antisense* in WT, ***∆****kmt2/****∆****set-1* and ***∆****kmt1/****∆****dim-5* in DD and LP30

Finally, we examined how light affects H3K4me3 in WT and found 760 H3K4me3 peaks showed a reduction in response to light whereas 31 H3K4me3 peaks increased (Additional file 16). 

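Between the WT lists, 136 H3K4me3 peaks of DD had no overlapping peak in LP30 and 184 peaks of LP30 had none in DD. The order was reversed among peaks with a q under 0.01 in both lists, with 131 lost and 121 gained, and with a fold enrichment of at least 1.5, with 366 lost and 88 gained. Nearly all of the 366 overlapped an LP30 peak under that minimum. The most enriched DD peak without any overlap had 1.51, and the next had 1.43. Of the unmatched peaks, 37 in DD and 63 in LP30 had a q under 0.01 in their own list, the setting that moved the counts most.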

The finding that more transcripts lost H3K4me3 in response to light versus transcripts that gained H3K4me3 is counter to the notion that H3K4me3 is solely a mark for actively transcribed genes and may be more reflective of transcriptional memory. However, we cannot rule out that H3K4me3 nucleosomes are being disassembled to make room for transcriptional machinery, or that the relatively long 30-min light treatment caused the H3K4me3 to revert to steady-state levels. Regardless of the cause, it is clear H3K4me3, and for that matter H3K9me3, play more complex roles in transcriptional regulation than current paradigms suggest.

## Discussion

In this article, we performed a comprehensive analysis to understand how H3K9me3 and H3K4me3 impact one another and how they affect gene expression. Initially, there were some a priori assumptions, which didn’t entirely pan out as expected and instead there was a more complicated interplay between the modifications. For example, at the start, it seemed reasonable to assume that loss of KMT2/SET-1 would predominantly manifest as a defect in light-activated gene expression due to the widely-accepted premise that H3K4me3 is a mark for activation (or at the very least a mark for actively transcribed genes in euchromatin). Instead, we found that SET1 is needed for both expression and repression. In addition, we found that H3K4me3 tended to decrease after 30 min in the light (data not shown); a time when adaptation has solidly commenced, so it is possible the activating H3K4me3 modifications are being removed. It is also plausible that the reduction in H3K4me3 follows a general trend where the nucleosome density is decreasing at actively transcribed genes, which is consistent with the finding that nucleosome occupancy proximal to regions of light-activated genes decrease in response to light [12]. In contrast to KMT2/SET-1-dependent H3K4 methylation, we expected to find mostly de-repression in the absence of H3K9me3 because although H3K9me3 is widespread in Neurospora, it is largely restricted to constitutive heterochromatin domains devoid of protein coding genes, but a number of genes are de-repressed in *Δkmt1/Δdim-5* due to the redistribution of H3K27 methylation [47]. Consistent with this, we found that a number of genes are de-repressed in *Δkmt1/Δdim-5,* but we also found that KMT1/DIM-5 appears to be needed for light-activated expression (Fig. 1c). However, the extent to which these changes are pleiotropic need further examination, because even though we found numerous genes with H3K9me3, only a small subset had altered expression in the corresponding deletion strain. Thus, the misregulation that occurs in *Δkmt1/Δdim-5* is potentially due, at least in some instances, to redistribution of other modifications like re-localization of H3K27me3 [45, 47].

The initial premise of this work was rooted in the finding that H3K4 methylation, which is normally excluded from regions containing methylated DNA, is required for DNA methylation at *frq* [18]. We were hopeful that these experiments would illuminate why H3K4me3 is needed for DNA methylation at *frq,* and potentially find other loci, but after analysis of the data, a definitive conclusion is still lacking*.* However, the data did reveal that H3K9me3 was completely absent from *frq* in *Δkmt2/Δset-1,* confirming the requirement for KMT2/SET-1. The actual mechanism of how this occurs is confounding in part due to the spatial distribution of H3K4me3 and H3K9me3 within *frq*. We found that H3K4me3 was predominantly localized in a region proximal to the TSS in *qrf*, while H3K9me3 was restricted to nucleosome surrounding the c-box (Fig. 4b). Based on the need for *qrf* in facultative heterochromatin at *frq* [37], the obvious answer would suggest that loss of H3K4me3 at *qrf* might effect *qrf* expression; however, as previously reported, *qrf* expression was not altered in *kmt1/set-1* knockout [18]. It is also possible the KMT2/SET-1-dependent heterochromatin at *frq* occurs analogous to silencing of retrotransposons in *S. pombe*, which requires SET1, but appears to be independent of H3K4 methylation [23, 24]. Some ancillary support for this can be found in the region containing *Sly-1* and *NCU09968*, which we identified as a K4/K9 bivalent domain (Fig. 6)*.* This domain is believed to be a transposon in the WT parent strain (FGSC2489) used in this study [48], but it also appears to be circadian regulated [49] and a target of ADV-1 [50]. However, in this instance both modifications are present and contained on the same nucleosome, but expression is only dependent on H3K4me3. Another possible explanation is that the KMT2/SET-1 dependent facultative heterochromatin may be caused by secondary affects. However, when we examined the expression of known components of DCDC, DRDM, or RNAi components, we did not find any major defects, nor did we observe any other global changes in constitutive heterochromatin. Support for a direct effect comes from findings that other loci displayed similar co-dependent requirements and thus *frq* is not entirely unique. Whether or not mono- or di-methylation of H3K4, and not H3K4me3, are the requisite modifications for H3K9me3 needs to be examined further. For example, one could speculate that H3K4me1 and H3K4me2 (or other modifications requiring KMT2/SET-1) are missing in *Δkmt2/Δset-1* and these modification(s) overlap with the peak in H3K9me3. An example of this hypothesis would posit that H3K4me1, which tends to accumulate at the 3′ end of genes, would be enriched at the 3′ end of *qrf*, and this is close to the H3K9me3 peaks. However, this is pure speculation at this juncture and more comprehensive series of studies are needed, because even if H3K4me1 is co-localized and missing; it does not reveal the mechanism. Regardless, is remains clear that at *frq,* and 260 other loci, KMT2/SET-1 influences H3K9me3-mediated facultative heterochromatin and in some instances H3K4me3 and H3K9me3 appear as bivalent chromatin domains [51].

As it pertains to K4/K9 bivalent chromatin domains, Neurospora is uniquely suited to further define their role in regulation because KMT1/DIM-5 and KMT2/SET-1 are the only H3K9 and H3K4 methyltransferases and neither is essential for viability so in theory, dissecting the importance of each modification in bivalent domains should be straightforward. However, it is far more complicated than meets the eye, because in certain instances, these modifications were dependent on one another and in many cases, loss of either didn’t dramatically affect the expression of the underlying transcripts. When one considers there is also redistribution of other modifications, the system becomes sufficiently complex and would likely yield inappropriate conclusions. Thus, the only thing we can infer is that H3K4me3/H3K9me3 bivalent domains represent functional states where the modifications may be reliant on one another to establish the appropriate transcriptional program and may not necessarily be in a poised state ready for activation or repression as proposed for K4/K27 bivalent domains [52]. In addition, other combinations of modifications are likely contained within the nucleosome, beyond just H3K4me3 and H3K9me3, and these will likely contribute to the transcriptional program. For example, multivalent chromatin readers may not necessarily discern if the full-compliment of modifications are present to maintain the gene in a repressed or activated state. Whether or not this extends to classical bivalent domains that contain H3K4me3 and H3K27me3 should be considered, because the data presented here seems to suggest it is more complicated than initially perceived.

As a final note, there are less than 50 convergent loci in Neurospora that contain disiRNAs and DNA methylation [39, 41] and in this report we found 2444 transcripts that contain NATs, which greatly increases the number of convergent overlapping transcripts. However, only a small subset contains DNA methylation and H3K9me3. Given that H3K9me3 is needed for DNA methylation [53], the majority of convergent transcripts do not give rise to disiRNA-mediated DNA methylation. So ultimately, convergent transcripts are not universal in their ability to generate heterochromatin and in this instance, *frq* and the other disiRNA loci, appear to be special cases with unique epigenetic regulation.

## Conclusions

Sensing and responding to light provide organisms an adaptive advantage, in part by altering gene expression. The complement of light-activated genes in model organisms is largely known, and mechanisms of activation and photoadaptation are well-defined. To further understand how light alters post translation modifications to chromatin, we performed a comprehensive analysis looking at H3K4me3 and H3K9me3. Using a combination of RNA-seq and ChIP-seq, we found that H3K4 methylation and H3K9 methylation play an important but restricted role in light-activated gene expression. Both modifying enzymes need to be present for normal compliment of genes to be light-activated and repressed. In addition, we found KMT2/SET-1-dependent heterochromatin and H3K4me3/H3K9me3 bivalent domains that appear to function in a complex intertwined manner that merits further research but not necessarily part of the light response.

## Methods

### Strains and growth conditions

The strains used in this report are WT (FGSC 2489), *Δkmt2/Δset-*1 (XB140–10) and *Δkmt1/Δdim5* (XB18–11) and were described previously [17, 18]. Briefly, *Δkmt2/Δset-*1 and *Δkmt1/Δdim5* were made by the Neurospora Knockout Consortium and obtained from the Fungal Genetics center then backcrossed to FGSC2489. Neurospora was grown as follows; conidia were inoculated in 2% liquid culture media (2% LCM) consisting of 1X Vogel’s salts, 2% glucose, 0.17% arginine and grown in 100 mm Petri dish overnight at 30 °C to generate mycelia mats. Plugs were cut from the mycelia and used to inoculate flasks containing 100 ml of 2% LCM and grown for a total of 2 days at 25 °C. For DD24, cultures were grown in the light for 24 h then transferred to constant dark for 24 h and harvested. The LP30 samples were grown in a similar fashion but just prior to harvesting, the cultures were placed in constant light for 30 min. Depending on the experiment the tissue was either immediately snap frozen or crosslinked with 1% formaldehyde.

### RNA-seq sample preparation

Frozen tissue from WT, *Δkmt2/Δset-*1 and *Δkmt1/Δdim-5* grown in constant darkness for 24 h or subject to a 30-min light pulse. A small fraction of the ground mycelia was used to extract total RNA using Trizol (Invitrogen) following the manufacturer’s instructions. The total RNA from 2 biological replicates was sent to the Columbia Genome Center for library preparation and RNA-seq. Ribosomal RNAs were depleted and the remaining RNA was for cDNA library preparation using the TrueSeq library preparation kit version 2. A total of 60 million 100 bp paired-ended reads were sequenced on the Illumina 2500 instrument. The RNA-seq is deposited in Gene Expression Omnibus (GEO) with the accession number, GSE121356.

### RNA-seq analysis

We used the HISAT2 (version 2.1.0) and StringTie (version 1.3.3b) [42] for mapping and transcripts discovery. The 100 bp pair-end reads were mapped to the Neurospora NC12 reference genome using the existing GTF file as a guide with the default settings [54]. The resulting Neurospora transcriptome for each sample and time point was assembled and merged with the existing GTF file using StringTie to generate a new GTF file containing novel transcripts. Gffcompare (version v0.10.1) was used with the 2 gtf files to determine how many assembled transcripts matched annotated genes. NATs and lincRNAs determined based on class code; NATs were called if the class code was x or s, then filtered by i and o to determine overlap and direction; lincRNA were called if the transcript had a class code:u. Next, we used Cuffdiff (version v2.2.1) and cummerbund (version 2.20.0) [55, 56] for differential expression and statistical analysis. Genes that had a change in expression between light and dark or between strains under identical conditions were determined using the getSig function in CummeRbund (q < 0.05) [57]. Transcripts visualization was done using Integrative Genomics Viewer (IGV) (version 2.3.94) [58].

### Chromatin immunoprecipitation

The ChIP experiments were performed on WT, *Δkmt2/Δset-1* and *Δkmt1/Δdim-5* at DD24 and LP30 of two biological replicates. The ChIP experiments followed our general laboratory protocol. Tissue was crosslinked with 1% formaldehyde for 10 min then quenched with 0.1 M Glycine for 10 min. Crosslinked tissue was ground with a mortar and pestle, and the lysates were suspended in 10 mL of ChIP lysis buffer [0.05 M Hepes (pH 7.4), 0.15 M NaCl, 0.001 M EDTA, 1% Triton X-100, 0.1% SDS] containing protease inhibitors (2.0 μg/mL leupeptin, 2.0 μg/mL pepstatin A, 1.0 mM PMSF). Complete cell lysis and gross chromatin shearing was achieved by sonicating 2 times at 20% power with a microtip. The resulting lysates were cleared of cellular debris by centrifugation at 2000×g for 10 min. 200 μl of supernatant was transferred to a 1.5 ml polystyrene tube and the chromatin was sheared to an average size of 500 bp using a Misonix cup sonicator 6–8 times at 20% power. The ChIPs were performed with antibodies specific to H3K9me3 (Abcam #ab8898) and H3K4me3 (Abcam #ab8580). Each ChIP sample contained approximately 10 μg of lysate and 0.025 μg antibody prebound to Protein A magnetic beads. The antibody, lysates and beads were incubated overnight at 4 °C and washed 4 times with RIPA buffer then eluted with 0.1 M sodium bicarbonate containing 1%SDS. The crosslinks were reversed by heating at 65 °C and the protein was removed by the addition of proteinase K. The DNA was further purified by phenol chloroform extraction and ethanol precipitation. The purified DNA was sent to Beijing Genome Institute (BGI) for library preparation and sequencing. The samples were sequenced to a depth of 50 million 50-bp single-end read. The ChIP-seq data is deposited in GEO and can be found under GSE121356.

### ChIP-seq data analysis

ChIP-seq reads were mapped to NC12 using Burrows-Wheeler Aligner (BWA) (version 0.7.10) [59]. The resulting Bam files were processed using macs2 call peak function [60]. For H3K9me3, we used the broad peaks options with the H3K9me3 ChIP from *Δkmt1/Δdim-5* DD as the control file for background subtraction. For H3K4me3 ChIP, we used the default setting and the H3K4me3 ChIP on *Δkmt2/Δset-1* as the control file. Next, we used Diffbind (version 2.6.6) [61] to determine H3K9me3 and H3K4me3 enrichment between the different strains and conditions and visualized the data with the MA plot (dba.plotMA) function (*p* < 0.05). ChIPseeker (version 1.14.1) [62] was used to examine coverage of H3K9me3 and H3K4me3 over each chromosome using the *covplot* function (not shown). The *TagHeatmap* function was used to generate the heatmap relative to the TSS plus or minus 2000 bp. In addition, we used deepTools2 [63] plotHeatmap function to create additional heatmaps. RnaChipIntegrator was used to determine genes that are close to ChIP-seq regions using the -edge = both function within 2 kb of the TSS and TES. We used *bedtools intersect* (version v.2.25.0) [64] to determine the overlap of H3K4me3 and H3K9me3.

### Sequential ChIP

The sequential ChIP followed our standard ChIP protocol described above with minor modifications. First, the H3K4me3 and H3K9me3 antibodies were covalently attached to BioMag carboxyl microparticles (Bangs Laboratories) using EDAC following manufacturer’s guidelines. After coupling, beads were titrated to find the optimal antibody-bead to lysate ratio. The primary ChIP used 10 times the normal amount used in a standard ChIP (approximately 50 μg of lysate) and 50 μl beads. After the initial ChIP, the chromatin was eluted with 2 × 25 μl (0.1 M NaHCO_3_, 1.0% SDS) by heating at 37 °C for 10 min. The pH of eluates was adjusted to near neutral pH by the addition of 6 μl of 1.0 M Tris pH 6.5. The SDS was lowered to 0.1% for the second ChIP by the addition of 10 times the eluate volume of ChIP Lysis Buffer with no SDS (500 μl). At this stage, 1/10 the initial ChIP was removed and the remaining was subjected to a second ChIP with 10 μl beads containing the second antibody. For the sequential ChIP we performed reciprocal reactions to fully validate the findings; In one re-CHIP, H3K4me3 was used first and H3K9me3 second. Simultaneously, separate ChIP was performed using H3K9me3 first and H3K4me3 second. In total, the sequential ChIP was performed 3 independent times on 3 separate biological replicates in reciprocal duplicates.

## Additional files

Additional file 1: (a) Schematic representation of the transcript discovery pipeline used in this study. After StringTie merge, we identified 21,475 transcripts at the isoforms level using the default settings in HISAT2 and StringTie. Transcripts expression differences were identified using Cuffdiff and further analysis was performed using CummeRbund. Gffcompare was used to classify newly identified transcripts relative to the reference annotation NC12. (b) Multidimensional scaling of the RNA-seq samples reveal that the underlying mutations have a larger effect than light treatment. M1: Dimension 1, M2: Dimension 2.

Additional file 2: Variation among transcript types in *∆kmt2/∆set-1* and *∆kmt1/∆dim-5*. Violin plot depicting the expression levels (FPKM, log2) of transcripts belonging to existing annotated transcripts, NATs and lincRNAs in (a) *kmt2/∆set-1* (b) *kmt1/∆dim-5*.

Additional file 3: Table of Light-responsive genes in WT, *∆kmt2/∆set-1* and *∆kmt1/∆dim-5. (XLS 285 kb)*

Additional file 4: Hierarchical clustering of light regulated genes in *∆kmt2/∆set-1* and *∆kmt1/∆dim-5*. (a) Heatmap showing the clustering of genes that are differentially expressed in *∆kmt1/∆dim-5* DD versus LP30 and compared to same genes in WT and *∆kmt2/∆set-1.* The expression levels are log2 fold change (q < 0.05). (b) Same as in A except clustering was done in *∆kmt2/∆set-1* DD versus LP30. Genes in Group A are light activated and Group B includes genes that are light repressed. Changes in expression between the two conditions are displayed with range [− 10,10], with levels above and below the mean shown in yellow or blue. (c) Bar plot depicting the number of different transcripts categorized as an existing annotated gene, lincRNA, NAT or other that were light activated in WT, *∆kmt1/∆dim-5* and *∆kmt2/∆set-1*. The x-axis is the gene number and the y-axis is the strain.

Additional file 5: Table of genes showing a transcriptional deficit in *∆kmt2/∆set-1* and *∆kmt1/∆dim-5* relative to WT under dark and light conditions.

Additional file 6: Gene expression clusters of WT, *∆kmt1/∆dim-5* and *∆kmt2/∆set-1.* Gene expression patterns were clustered into 12 groups based on the expression profile. The colored lines represent the pattern for each gene, and the black lines represent the median of all the genes in a given cluster.

Additional file 7: The heatmaps display ChIP enrichment of H3K9me3 in WT and ***∆****kmt2/∆set-1*. Regions included 2 kb upstream of TSS and downstream of TES. In this specific cluster, H3K9me3 is found downstream of the TES in a small subset of genes adjacent to constitutive heterochromatin.

Additional file 8: H3K9me3 spreading in *kmt2/∆set-1* strain. Heatmap display signal distribution for (A) H3K9me3 (B) H4K4me3 density plotted in a 2-kb windows centered on the TSS. The curly bracket(s) in panel A indicate the extent of H3K9me3 spreading in ***∆****kmt2/∆set-1*. (C) Gene-level plot of a 236 kb region on chromosome VII (supercontig 12.7) showing H3K9me3 ChIP-seq (DD Blue and LP30 Navy) for the WT and ***∆****kmt2/∆set-1* and H3K4me3 ChIP-seq (DD Grey and LP30 black) for the WT and ***∆****kmt1/∆dim-5*. The shaded boxes highlight representative examples of H3K9me3 spreading into euchromatic regions in ***∆****kmt2/∆set-1*.

Additional file 9: Differences and location of H3K9me3 and H3K4me3 peak intensities in WT relative to the contrasting deletion strain in the dark and light.

Additional file 10: Additional loci that have KMT2/SET-1-dependent heterochromatin. Gene-level diagram of H3K9me3 ChIP-seq (DD Blue and LP30 Navy) in WT and ***∆****kmt2/∆set-1,* and H3K4me3 ChIP-seq (DD Grey and LP30 black) in WT and ***∆****kmt1/∆dim-5* for a presumptive lincRNA, (a) MSTRG.11857 and (b) NCU03747. It is clear from the traces that both have a significant decrease in H3K9me3 (*p* < 0.05) in ***∆****kmt2/∆set-1*. (c) Expression bar plot of MSTRG.11856 and NCU03747, which have a decrease in expression when KMT2/SET-1-dependent heterochromatin is lost.

Additional file 11: Expression of transcripts arising from the *frq* locus. FPKM values for (a) *frq*, (b) *qrf* and (c) *frq-mini* are shown as bar plots in WT, *kmt2/****∆****set-1* and *kmt1/****∆****dim-5* for DD (grey) and LP30 (black).

Additional file 12: Location of presumptive bivalent domains containing both H3K9me3 and H3K4me3.

Additional file 13: Reciprocal dependence of H3K9me3 and H3K4me3. Gene level plot shows a centromeric gene on Chromosome II (supercontig 12.2). The IGV diagram displays H3K9me3 ChIP-seq (DD Blue and LP30 Navy) in WT and *∆kmt2/∆set-1* and H3K4me3 ChIP-seq (DD Grey and LP30 black) in WT and *∆kmt1/∆dim-5*. The corresponding RNA-seq traces are also shown for NCU16528.

Additional file 14: Genome location of H3K9me3 peaks that have a change in intensity in response to light.

Additional file 15: Changes in H3K9me3 in response to light in *∆kmt2/∆set-1.* (a) Quantitative difference in H3K9me3 levels from the ChIP-seq in *∆kmt2/∆set-1* upon light exposure. The MA plot shows log fold change (p < 0.05) in enrichment in DD (log fold change > 0) or LP (log fold change < 0). (b) IGV diagrams of 4 genes that had a decrease in H3K9me3 in *∆kmt2/****∆****set-1* in response to light (p < 0.05) (c) IGV diagram of NCU05133 which had an increase in H3K9me3 in *∆kmt2/****∆****set-1* (p < 0.05) in response to light.

Additional file 16: Light induced changed in H3K4me3 in WT. Quantitative difference in H3K4me3 levels in WT DD versus WT LP30. The MA plot shows increase in H3K4me3 in DD (log fold change > 0) or in response to light (log fold change < 0). Spots shown in red have a *p* < 0.05.

## Abbreviations

ChIP-seq: Chromatin Immunoprecipitation with DNA sequencing
*frq*: *frequency*
H3K4me3: histone H3 lysine 4 trimethyation
H3K9me3: histone H3 lysine 9 trimethylation
KMT1/DIM-5: Histone H3 lysine 9 methyltransferase/Defective in DNA methylation 5
KMT2/SET-1: Histone H3 lysine 4 methyltransferase
RNA-seq: RNA sequencing
*vvd*: *vivid*

How the deposited data were processed for this re-analysis (not part of the article)

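H3K9me3 and H3K4me3 were measured by ChIP-seq in Neurospora crassa WT, Δkmt2/Δset-1 and Δkmt1/Δdim-5. Cultures were grown for 24 h in the dark (DD) or given a further 30 min of light (LP30). The series has 20 samples in 10 conditions with 2 biological replicates each, and every sample could be assigned to its condition. The paper states a depth of 50 M single-end reads of 50 bp. The peak lists give no read totals, so the reads mapped per sample could not be derived from them.

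The authors mapped reads to the NC12 build with BWA and called peaks with macs2, whose version the paper's text does not name, at a permissive p-value cutoff. Broad peaks were called for H3K9me3 with the Δkmt1/Δdim-5 DD H3K9me3 ChIP as control, and narrow peaks for H3K4me3 with the Δkmt2/Δset-1 H3K4me3 ChIP as control. They deposited 8 peak lists, each pooling the replicates of a strain, growth condition and mark. The deposited score of a peak is a whole number, 10 times the −log10 q-value in the H3K9me3 lists and 10 times the −log10 p-value in the H3K4me3 lists. The fold enrichment is the authors' ratio of ChIP to control, a mean over the peak for broad peaks and the value at the summit for narrow peaks. The deposited −log10 p-value and −log10 q-value follow the same rule. Because the lists are normalized separately, these values were not compared between lists as sizes of a change, although the same q or fold minimum was applied to both lists of a comparison, and no test compared conditions, for want of replicates.

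The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and bedtools 2.31.1. A peak counted as shared with another list when at least 1 bp overlapped, and otherwise as lost or gained. Spreading was measured as bases in the peaks of a strain only, separately for peaks that overlap a peak of the other strain and peaks that do not. Overlaps of H3K4me3 with H3K9me3 in WT, H3K4me3 coverage of H3K9me3 peaks of at least 10 kb, and distances of H3K4me3 summits to gene ends were compared with 1000 random circular shifts of the H3K4me3 peaks along each chromosome, with seed 20190508. Counts of the study's changed regions with a peak in WT only were compared by two-sided Fisher's exact tests, which are no independent evidence, since the study's calls and the lists come from the same reads, and 0.05 was the threshold of all tests. Gene spans came from an NC12 annotation with 10397 genes on the chromosomes, which gives no strand, so planned tests on transcription start sites were replaced by distances to either gene end. Regions, overlaps and light-dependent loci listed in Additional files 9, 12 and 14, and the changed transcripts of Additional file 5, were read from those files as the study's values.

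For narrow peaks, the ChIP pileup k and the control pileup λ at the summit were solved from the fold enrichment, (k + 1)/(λ + 1) with the pseudocount of 1 of the peak caller, and the Poisson p-value. Of the peaks, 77 to 132 per list could not be solved, all with a −log10 p of at most 1.63. Pileups counted as whole when within 0.02 of a whole number, which held for 97.2% to 98% of the solved peaks. Reads per kb at changed regions were computed from the study's normalized log2 read concentrations in Additional file 9.

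The methods were tested on simulated data. Among 400 simulated peaks, 70 of 70 lost and 130 of 130 gained peaks were found. The shift test called 2 of 100 pairs of lists without and 100 of 100 pairs with a planted relation, and 398 of 398 known control pileups came back within 1%. The simulated peaks lay far apart, so lost and gained peaks could hardly be missed. The planted relation was an excess of overlap between randomly placed intervals, and a deficit was not simulated. The simulated summits did not reach fold enrichments as low as 1.25, the median of the Δkmt1/Δdim-5 DD peaks in the longest domains.

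Genes named in the text are those that the paper names and the nearest genes of the 3 most enriched unmatched peaks per comparison and direction, a rule written before the data were examined, and other names are marked as chosen later. Alternatives were a q under 0.01 in both lists or in the list that holds the peak, a fold enrichment of at least 1.5, a match of at least 50% of the peak or within 500 bp, extensions within 2 kb, other lengths of long domains (5 kb, 20 kb or any), an overlap of at least the DNA of a nucleosome, FDR under 0.05 for the study's regions, and every region of Additional file 9 in place of those with a log fold change of at least 0.3. Alternatives added after seeing the data were gene ends in place of start sites, and annotated genes within 2 kb in place of transcript identifiers. The distance of 1 kb to a gene end, and a q under 0.01 for summits near gene ends, were added then too. Results whose count stayed within 1.5 times the first value were treated as unchanged.

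Leaving out a replicate was not possible with pooled lists. The lincRNA of Additional file 10a was left out because the tables used give no position for it. RNA-seq, WC-2 ChIP-seq, disiRNA and sequential ChIP data were not analysed here.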

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

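All tests in this part were chosen after the result they concern was seen.

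H3K4me3 peaks over set-1 stood in 4 H3K4me3 lists and H3K9me3 peaks over dim-5 in 4 H3K9me3 lists, that is, in every list of each mark. The paper does not discuss peaks over these genes. Each gene is deleted in the strain whose ChIP was the control for that mark. At the summit over set-1 in WT DD, the control pileup was 76.9 fragments against a median of 220 for the list, while the ChIP pileup was 407 against a median of 400. The peak was 5857 bp long, against a median of 1434 bp, and its fold enrichment was 5.24. These WT DD values are what missing control reads would give in length and fold enrichment. They do not show that H3K4me3 over set-1 exceeds that at other genes. The ChIP pileup over set-1 was less typical in the other lists. It was 415 in WT LP30, 430 in Δkmt1/Δdim-5 DD and 425 in Δkmt1/Δdim-5 LP30. These lay above 78.8%, 96.1% and 93.6% of the peaks, against list medians of 403, 407 and 406. Over dim-5, the Δkmt1/Δdim-5 strain had 87.2 H3K4me3 reads per kb in DD, against at least 468 at the regions with lower H3K4me3 outside dim-5 and the transposon with NCU09968 and NCU09969, so the gene is near empty of reads in the control strain too. The H3K9me3 peaks over dim-5 had mean fold enrichments of 1.16 to 1.24, and missing control reads may be their source. A presumptive bivalent overlap of 750 bp in DD and 652 bp in LP30 lies there. H3K9me3 at dim-5 in WT and Δkmt2/Δset-1 stays open, since the H3K9me3 control itself could not be read from the broad peaks. Recurrence in 4 lists does not separate these explanations, because 317 of 10397 genes, 3.05%, had an H3K9me3 peak in every H3K9me3 list.

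On supercontig 8 of the build, which lies outside the chromosomes, H3K9me3 and H3K4me3 peaks of WT overlapped at 2 places in DD and 7 in LP30, in a part of the genome that the paper does not report on. Reads of several genomic copies that are all placed on this supercontig could produce such overlaps, and would raise the control as well. The 5 H3K4me3 peaks of WT LP30 on it whose pileups could be recovered had a median control pileup of 165 fragments, under the median of 234 for the list. The overlaps there lie in long H3K9me3 peaks, however, and the control was also low at H3K4me3 peaks in the longest domains. Its median was 166 fragments at 42 solved peaks of Δkmt1/Δdim-5 LP30, and 146 at only 3 solved peaks of WT LP30. With so few peaks on the supercontig, several copies and a single copy cannot be told apart. The difference between the growth conditions was not tested, as the replicates are pooled, and no other technical or biological explanation was tested.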

How the results depend on the processing

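The choices named here were fixed before the data were examined, with some exceptions chosen after seeing the data. Gene ends replaced transcription start sites, and annotated genes near a region replaced transcript identifiers. The distance of 1 kb to a gene end, and a q under 0.01 for summits near gene ends, were also chosen later. No paired analysis was possible because each list pools the replicates of its condition, and for the same reason leaving out a replicate was not possible. Tests on transcription start sites were not run, as the annotation used gives no strand.

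Several results kept their direction and their side of the threshold under every alternative. H3K4me3 covered between 0.159% and 0.44% of the H3K9me3 domains of WT under all definitions of a domain, against medians of 14.2% to 14.9% after shifting. Overlaps of both marks in WT stayed below the shifted counts under all alternatives. The size of the overlap counts did change. DD overlaps numbered 36 with a q under 0.01, 26 with a fold enrichment of at least 1.5, 37 with at least the DNA of a nucleosome and 23 with at least 50% of the H3K4me3 peak. For LP30, the count was 46 with a q under 0.01, 21 with the fold minimum and 52 with at least 50% of the peak.

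Peaks with a q under 0.01 in both lists. In Δkmt2/Δset-1, H3K9me3 peaks lost and gained numbered 19 and 33 in DD, and 20 and 13 in LP30, where the order of lost and gained reversed. Gained H3K4me3 peaks in Δkmt1/Δdim-5 DD fell to 341. With light, 7 H3K9me3 peaks were lost and 6 gained in WT, and 30 and 11 in Δkmt2/Δset-1. H3K4me3 in WT reversed with light, to 131 lost and 121 gained. For H3K9me3 in DD, bases in Δkmt2/Δset-1 only came to 173429 bp in peaks that overlap a WT peak and 46889 bp in others, and bases in WT only to 58556 bp and 34209 bp. In LP30 these lengths were 216771 bp and 12462 bp in Δkmt2/Δset-1, and 41143 bp and 29861 bp in WT, so the order reversed for peaks without overlap. Genes with H3K9me3 over the body fell to 173 in WT DD, 136 in WT LP30, 222 in Δkmt2/Δset-1 DD and 216 in Δkmt2/Δset-1 LP30. That the lists shrink explains lower counts, but for the reversed orders the cause was not tested.

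A q under 0.01 in the list that holds the peak, against every peak of the other list. Lost and gained H3K9me3 peaks in Δkmt2/Δset-1 numbered 9 and 22 in DD, and 7 and 8 in LP30. H3K4me3 peaks in Δkmt1/Δdim-5 numbered 95 and 267 in DD, and 104 and 272 in LP30. Light gave 2 and 2 H3K9me3 peaks in WT, 14 and 6 in Δkmt2/Δset-1, 37 and 63 H3K4me3 peaks in WT, and 71 and 94 in Δkmt1/Δdim-5. All directions were kept except for H3K9me3 in WT, where lost and gained peaks were equal in number. Fewer peaks qualify by construction.

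A fold enrichment of at least 1.5 in both lists. H3K9me3 peaks lost and gained in Δkmt2/Δset-1 reversed to 10 and 1 in DD, and to 9 and 2 in LP30. H3K4me3 peaks in Δkmt1/Δdim-5 reversed to 633 and 101 in DD, and to 335 and 285 in LP30. With light, H3K4me3 in WT reversed to 366 and 88. H3K9me3 changed to 6 and 1 in WT and to 3 and 0 in Δkmt2/Δset-1. Fold enrichment is scaled within each list, and its median was lower in the mutant lists, so an equal minimum is not equally strict in each list. Peaks lost or gained here may also overlap a peak of the other list under the minimum. Beyond this, the cause was not tested.

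Matching of peaks. With at least 50% of a peak covered, 151 H3K9me3 peaks were gained with light in Δkmt2/Δset-1. With a peak of the other list within 500 bp, 78 H3K4me3 peaks were lost with light in WT, and 175 were gained in Δkmt1/Δdim-5. When a peak within 2 kb counted as an extension, H3K4me3 bases in peaks without a counterpart came to 54815 bp in WT DD, 162520 bp in Δkmt1/Δdim-5 LP30 and 55714 bp in WT LP30. A looser or stricter match moves these values by construction.

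Gene bodies and gene ends. Requiring H3K9me3 over at least 50% of the body gave 239 genes in WT DD, 184 in WT LP30, 468 in Δkmt2/Δset-1 DD and 473 in Δkmt2/Δset-1 LP30. H3K4me3 summits near gene ends reversed from fewer to more than after shifting when the distance was widened to 1 kb, chosen after seeing the data. The shares were 77.46% in WT DD, 76.35% in WT LP30, 71.9% in Δkmt1/Δdim-5 DD and 71.51% in Δkmt1/Δdim-5 LP30. The distances of the summits show why, since 45.2% of those in WT DD lie between 500 and 1000 bp from a gene end.

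Expression at regions with lower H3K9me3. With every region of Additional file 9, 5 transcripts were higher and 1 lower in LP30. With annotated genes within 2 kb, chosen after seeing the data, DD had 74 genes with 14 higher and 1 lower, and LP30 had 65 with 13 higher and 1 lower.

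The paper states a depth of 50 M reads, but the lists hold no read totals per sample, and an absent peak sets no limit on the amount of the mark.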

Differences from the paper's values

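In Δkmt2/Δset-1 DD, 38 transcripts were joined to regions with lower H3K9me3, against the paper's 141. The alternative set before the data were examined, every region of the list, gave 54 and did not close the gap, and neither did annotated genes within 2 kb, chosen after seeing the values, with 74. In LP30 the count was 28 against the paper's 119, with 36 and 65 under the same alternatives, which did not close the gap either. The list names a transcript for only 62 of its 241 DD regions and 36 of its 44 LP30 regions. The annotated genes leave out the lincRNAs and NATs that the paper counts as transcripts. The counts here and in the next 2 paragraphs therefore rest on a smaller set than the paper's, and do not show that its counts are wrong.

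Of these transcripts, 6 had higher expression in DD, against the paper's 21. Every region of the list gave 9 and did not close the gap. Annotated genes within 2 kb, chosen after seeing the values, gave 14, which falls within 1.5 times the paper's value. In LP30, 3 had higher expression, against the paper's 19, every region of the list gave 5 and did not close the gap, and annotated genes within 2 kb, chosen after seeing the values, gave 13, within 1.5 times the value in the text. Fig. 4a shows about 19 for DD and about 21 for LP, read by eye, the reverse of the text. Against these, the 14 in DD is within 1.5 times and the 13 in LP30 is not.

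With lower expression there were 0 transcripts in DD, against the paper's 2, and 0 in LP30, against the paper's 4. Every region of the list gave 0 and 1, and annotated genes within 2 kb, chosen after seeing the values, gave 1 and 1, so no alternative closed these gaps.

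The paper states that H3K4me3 was missing from centromeres and constitutive heterochromatin in every condition. The longest H3K9me3 domain of each chromosome held 89 H3K4me3 peaks in Δkmt1/Δdim-5 DD and 50 in Δkmt1/Δdim-5 LP30, and 1 and 4 in WT. The mutant peaks were weak, with fold enrichments of at most 1.47 in DD and 1.45 in LP30, under the list medians. Unspecific background was not excluded as their source. The WT DD peak lies over NCU16528, the centromeric gene at which the paper itself reports both marks.

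The paper reports, from an alternative clustering, that there was no evidence of spreading of H3K4me3 in Δkmt1/Δdim-5. By peak length, 708.3 kb of H3K4me3 lay in Δkmt1/Δdim-5 only and 330.1 kb in WT only in DD, and 917.6 kb and 267.9 kb in LP30.

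The paper describes H3K4me3 as clustered at nucleosomes close to the TSS. Within 500 bp of either gene end, 32.3% of WT DD summits were found against a median of 39% after shifting. Within 1 kb, a distance chosen after seeing the data, the values were 77.5% and 62.3%. Either gene end stands in for the TSS here. Of the observed summits 98% lay in a gene body, against 57.1% after shifting, so the 2 sets differ in more than distance. The shortfall within 500 bp is therefore no evidence against the paper's description.

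The paper has more H3K9me3 regions lower than higher in Δkmt2/Δset-1 in DD, and more H3K4me3 regions lower than higher in Δkmt1/Δdim-5 in DD. Peak lists gave the opposite order, with 101 H3K9me3 peaks lost and 327 gained, and 204 H3K4me3 peaks lost and 571 gained. With a fold enrichment of at least 1.5 in both lists, set before the data were examined, both took the paper's order in DD, with 10 lost and 1 gained, and 633 lost and 101 gained. For both marks, most of these lost peaks overlapped a peak of the mutant list under that minimum. In LP30 the paper has more regions higher than lower for both marks, as the full lists do. There the same minimum gave the opposite order, with 9 H3K9me3 peaks lost and 2 gained, and 335 H3K4me3 peaks lost and 285 gained. The minimum therefore does not reconcile the lists with the paper in both growth conditions.

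For light in WT, the paper has many more H3K4me3 peaks reduced than increased, while 136 peaks were lost and 184 gained between the lists. The paper's order was reached with a q under 0.01 in both lists, 131 lost and 121 gained, and with a fold enrichment of at least 1.5, 366 lost and 88 gained. Nearly all of the 366 overlapped an LP30 peak under that minimum, so they are not peaks missing in light.

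The paper reports H3K9me3 near the c-box of frq in WT, with more in light. A WT peak was called there in LP30 only. At vvd, the paper states that H3K9me3 was not affected in Δkmt2/Δset-1, whereas the WT DD peak of 321 bp over the gene had no counterpart over the gene in the Δkmt2/Δset-1 lists. That peak was weak, with a −log10 p of 1.17 and a −log10 q of 0.406, and Δkmt2/Δset-1 DD had a peak of 364 bp with a fold enrichment of 1.15 just outside the gene, so the lists show no clear change.

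The legend of Additional file 15 describes more H3K9me3 at NCU05133 in light in Δkmt2/Δset-1. The only H3K9me3 peak over this gene was in Δkmt2/Δset-1 DD, of 663 bp, with a mean fold enrichment of 1.02.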

Other observations

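Every explanation in this part is a hypothesis tested on the same data, with tests chosen after the result they concern was seen. The lengths among peaks with a q under 0.01, used below against weak peaks, were a setting fixed before the data were examined.

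At the transposon with NCU09968 and NCU09969, neither Δkmt2/Δset-1 list had an H3K9me3 peak and Δkmt1/Δdim-5 had weak H3K4me3 peaks, a pattern that the paper reads as co-dependence of the marks. The control of the H3K4me3 lists is the H3K4me3 ChIP of Δkmt2/Δset-1, which should keep its unspecific background where H3K4me3 alone is lost. Its pileup at the WT DD peak over NCU09968 was 3.36 fragments, against at least 68.1 at every peak elsewhere, which argues against a loss of H3K4me3 alone. The WT ChIP pileup at the same base was 421 fragments, so reads can be placed on this sequence, and poor mapping does not explain the low control. In Additional file 9, Δkmt2/Δset-1 had 58.8 H3K9me3 reads per kb there in LP30, and the next lowest of the 44 regions had 192. In DD the values were 105 and 236. DNA of the transposon that is absent from, or much reduced in, the Δkmt2/Δset-1 strain is a candidate explanation for all these values. A control below its value at every other peak does not follow from a loss of H3K4me3, which this control is meant to lack at every locus.

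The same may hold for Δkmt1/Δdim-5, whose 3 regions over the transposon had 62.5, 48.6 and 121 H3K4me3 reads per kb in DD, against 87.2 over its own deleted dim-5 gene, so 1 of them lay above that gene. The transposon was low in WT too, with 774, 360 and 357 in the same regions against at least 872 outside dim-5 and the transposon, so part of the gap to other regions is present in WT. The lowest of the 993 regions outside dim-5 and the transposon had 468. In LP30 the transposon had 65.6, 63.3 and 109, dim-5 had 94.7 and the lowest other region 418. ChIP pileups at the Δkmt1/Δdim-5 peaks over the transposon were 22 to 94 fragments in DD and 22 to 102 in LP30, under the lowest at other peaks, 125 and 113. Fig. 6c and d show RNA of both genes in Δkmt1/Δdim-5, and the paper reports that their expression was affected only without KMT2/SET-1. This argues against a full absence of the DNA from Δkmt1/Δdim-5, and leaves open whether part of it is missing. Expression that depends on KMT2/SET-1 is also what absent DNA in Δkmt2/Δset-1 would give. Input DNA of the mutants, which would decide between absent DNA and absent marks, was not used here. A biological loss of both marks was not tested apart from this.

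Whether WT carries H3K9me3 at the transposon cannot be decided from the peak lists alone. The control of the H3K9me3 lists is the Δkmt1/Δdim-5 ChIP, and missing control reads could produce an H3K9me3 peak by themselves. WT had 378 H3K9me3 reads per kb there in DD, the 3rd lowest of 241 regions, and 359 in LP30, the 2nd lowest of 44. These values lie at the low end of the regions but inside their range, so real enrichment and missing control reads cannot be told apart by them. The ChIP and re-ChIP of Fig. 6e and f, measured by qPCR as a percentage of input, need no such control, and the paper reports H3K9me3 in WT there. Those data were not analysed here.

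NCU16528 showed a similar pattern, with no H3K9me3 peak over it in Δkmt2/Δset-1 and no H3K4me3 peak in Δkmt1/Δdim-5. Its absence from the Δkmt2/Δset-1 strain could give the gap in H3K9me3. The control pileup at the WT DD H3K4me3 peak was 83.2 fragments, close to the 76.9 at the deleted set-1. The gene lies inside a long H3K9me3 domain, where the control is lower in general. Its median at the Δkmt1/Δdim-5 DD peaks in the longest domains was 167, however, so 83.2 lies under that level too. Absent DNA and a loss of the mark cannot be told apart here, because macs2 takes the control from a window that may exceed the gene.

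In the longest H3K9me3 domain of each chromosome, 1.89 Mb together, Δkmt1/Δdim-5 had 89 H3K4me3 peaks in DD and 50 in LP30, against 1 and 4 in WT. The median ChIP pileup at the DD peaks was 210 fragments against 407 for the list, and none had a fold enrichment above the median of the list, which argues against H3K4me3 at the level of other peaks. The median control pileup at these peaks was 167 fragments against 243 for the list. A rise of unspecific background in these domains in Δkmt1/Δdim-5 could therefore be called as peaks, and such a rise and a weak gain of H3K4me3 cannot be told apart from pooled peaks. The loss of H3K9me3 in this strain is the biological candidate that the design names.

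More bases lay in peaks of the mutant only than of WT only for both marks. If weak peaks past a permissive threshold were the whole cause, the surplus in peaks without a counterpart would be gone among peaks with a q under 0.01. For H3K4me3 it was not, with 211.9 kb in Δkmt1/Δdim-5 and 117.4 kb in WT in DD, and 247.2 kb and 108 kb in LP30, which argues against weak peaks as the whole cause there. For H3K9me3 in DD, such peaks fell from 421.4 kb to 46.89 kb in Δkmt2/Δset-1, against 34.21 kb in WT, and in LP30 the order reversed, to 12.46 kb against 29.86 kb, so most of that surplus lay in weak peaks. The rest of the surplus lies at the edges of peaks that overlap a peak of the other strain. The q of a broad peak is a mean over its length and cannot remove weak edges, so weak signal and a spread of H3K9me3 cannot be told apart there. Differences in sequencing depth or in ChIP efficiency between strains could not be tested, as the lists hold no read totals per sample, and a biological spread stays among the open explanations.

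Some 18 H3K9me3 peaks combined a mean fold enrichment under 1.1 with a mean −log10 p over 4. These limits were set after such peaks were noticed, and a narrower limit on the fold enrichment, tried first, gave fewer peaks. Of the 18, 1 was in WT DD, 2 in WT LP30, 9 in Δkmt2/Δset-1 DD and 6 in Δkmt2/Δset-1 LP30. Even enrichment over the length of such a peak would need a control pileup of at least 2843.5 fragments, where it could be solved. That is far above the medians of 220 to 243 recovered from the H3K4me3 lists. The H3K9me3 control could not be recovered, so a control this high at these places is not excluded. Whether a narrow spike inside the peak could give both values was not tested. An effect of Δkmt2/Δset-1 could give more such peaks in that strain, but 6 of the 18 had a peak in the other growth condition of the same strain, which does not decide it.

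The region that Additional file 9 places first among those with lower H3K4me3 in Δkmt1/Δdim-5 covers the deleted dim-5 gene in both growth conditions, with the study's log2 fold changes of 4.16 in DD and 4.12 in LP30. The next region in each covers the transposon with NCU09968 and NCU09969, with 3.63 and 3.60.

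Between the Δkmt1/Δdim-5 lists, which the paper does not compare, 219 H3K4me3 peaks of DD had no overlapping peak in LP30 and 283 peaks of LP30 had none in DD.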
